# Microglial gene signature reveals loss of homeostatic microglia associated with neurodegeneration of Alzheimer’s disease

**DOI:** 10.1186/s40478-020-01099-x

**Published:** 2021-01-05

**Authors:** Akira Sobue, Okiru Komine, Yuichiro Hara, Fumito Endo, Hiroyuki Mizoguchi, Seiji Watanabe, Shigeo Murayama, Takashi Saito, Takaomi C. Saido, Naruhiko Sahara, Makoto Higuchi, Tomoo Ogi, Koji Yamanaka

**Keywords:** Alzheimer’s disease, Animal model, Next generation sequence, Microglia, Precuneus, Neuroinflammation

## Abstract

Microglia-mediated neuroinflammation has been implicated in the pathogenesis of Alzheimer’s disease (AD). Although microglia in aging and neurodegenerative disease model mice show a loss of homeostatic phenotype and activation of disease-associated microglia (DAM), a correlation between those phenotypes and the degree of neuronal cell loss has not been clarified. In this study, we performed RNA sequencing of microglia isolated from three representative neurodegenerative mouse models, *App*^*NL*-*G*-*F/NL*-*G*-*F*^ with amyloid pathology, rTg4510 with tauopathy, and SOD1^G93A^ with motor neuron disease by magnetic activated cell sorting. In parallel, gene expression patterns of the human precuneus with early Alzheimer’s change (n = 11) and control brain (n = 14) were also analyzed by RNA sequencing. We found that a substantial reduction of homeostatic microglial genes in rTg4510 and SOD1^G93A^ microglia, whereas DAM genes were uniformly upregulated in all mouse models. The reduction of homeostatic microglial genes was correlated with the degree of neuronal cell loss. In human precuneus with early AD pathology, reduced expression of genes related to microglia- and oligodendrocyte-specific markers was observed, although the expression of DAM genes was not upregulated. Our results implicate a loss of homeostatic microglial function in the progression of AD and other neurodegenerative diseases. Moreover, analyses of human precuneus also suggest loss of microglia and oligodendrocyte functions induced by early amyloid pathology in human.

**Supplementry information:**

The online version of this article (10.1186/s40478-020-01099-x) contains supplementary material, which is available to authorized users.

## Introduction

Alzheimer’s disease (AD) is the most common neurodegenerative disease that causes dementia, neuropathologically characterized by the accumulation of amyloid β (Aβ), phosphorylated Tau, and neuronal dystrophy and loss [33]. Neuroinflammation is defined as an inflammatory response within the central nervous system (CNS), and it is mediated by activation of the innate immune system of the brain in response to inflammatory challenges, including misfolded protein aggregates that often accumulate in lesions of neurodegenerative diseases [22, 43]. Microglia are the resident innate immune cells of the CNS, and are key players to mediate neuroinflammation, playing critical roles in the recognition and clearance of Aβ in AD [9, 15, 27]. The activation phenotype of microglia was previously classified by the expression pattern of cytokines in analogy of activated macrophages: the proinflammatory “classical” activation phenotype (M1) and the anti-inflammatory “alternative” activated phenotype (M2) [44]. However, this simplistic view of microglial phenotypes does not adequately reflect the complex physiology of microglia [35]. The progression of neurodegenerative disease induces the loss of microglial homeostatic molecules and functions [16], leading to chronically progressive neuroinflammation [31]. In addition, recent studies demonstrated that a common disease-associated microglia (DAM) or “neurodegenerative” phenotype, defined by a small set of upregulated genes, was observed in neurodegenerative diseases including AD, amyotrophic lateral sclerosis (ALS), and frontotemporal dementia, and aging [10, 20, 24]. However, it remains unclear whether the loss of homeostatic function in microglia or the DAM phenotype is correlated with the degree of neuronal cell loss, and whether DAM is beneficial or detrimental to neurodegenerative diseases.

Several transcriptomic studies using single nucleus analysis examined the molecular aspects of neuroinflammation in the prefrontal or entorhinal cortex of AD [11, 26, 49]; however, neuroinflammatory alteration in the precuneus, which is vulnerable to Aβ deposition in preclinical AD, has yet to be examined. The precuneus is medially located in the parietal lobe of the cerebral cortex, and it is a component of the default mode network, which is implicated in episodic memory retrieval, and displays high metabolic activity during the baseline resting state [6]. Amyloid PET studies demonstrated that the precuneus is one of the brain regions where Aβ accumulation preferentially starts in preclinical AD [30, 47]. Therefore, it is important to uncover the neuroinflammatory aspects of the precuneus at the early amyloid pathology stage to better understand microglial response in early AD.

In this study, we first performed comparative gene expression analysis of isolated microglia from the three mouse models of neurodegenerative diseases: *App*^*NL*-*G*-*F/NL*-*G*-*F*^ mice that display an amyloid pathology [37], rTg4510 mice with tauopathy [38], and SOD1^G93A^ mice with motor neurodegeneration [12]. Despite robust neuroinflammation with microglial responses in all mouse models, *App*^*NL*-*G*-*F/NL*-*G*-*F*^ mice do not show neuronal death, whereas rTg4510 and SOD1^G93A^ mice show a substantial loss of neurons. We found that most homeostatic microglial genes were downregulated in rTg4510 and SOD1^G93A^ mice, and were correlated with the degree of neuronal cell loss. In contrast, DAM genes were uniformly upregulated in all disease models, and this alteration was not correlated with neurodegeneration. Moreover, precunei of individuals with early AD pathology show downregulation of some microglial genes linked to homeostatic functions and genes linked to oligodendrocyte function.

## Materials and methods

### Postmortem human brain tissues

The postmortem brains from 25 individuals (non-AD = 14 and AD = 11) were obtained by autopsy with informed consent and diagnosed by a neuropathologist in the Brain Bank for Aging Research, Tokyo Metropolitan Geriatric Hospital and Institute of Gerontology. All subjects with early AD pathology did not have apparent family history of dementia, therefore, were recognized as sporadic cases. The subjects were neuropathologically grouped according to the neurofibrillary tangle staging of Braak and Braak [2]. The tissues were dissected from precuneus. A variation in the ratio of gray and white matter of dissected precuneus tissues, which may cause a substantial effect on relative levels of oligodendrocyte-derived mRNAs, was negligible, since we confirmed there was no changes in the *OLIG1/2* mRNA levels in non-AD and AD brain as internal controls. The use of human postmortem brain tissue was approved by the Ethics Committee of Research Institute of Environmental Medicine, Nagoya University and Tokyo Metropolitan Institute. Brain tissues for RNA preparation were immediately frozen using liquid nitrogen and stored at − 80 °C before use.

### Animals

Heterozygous *App*^+*/NL*-*G*-*F*^ mice (C57BL/6-App < tm3(NL-G-F)Tcs >), carrying *App* gene with humanized Aβ sequence (G676R, F681Y, R684H), Swedish (KM670/671NL), Beyreuther/Iberian (I716F), and Arctic (E693G) mutations, were previously established by a knock-in strategy [37]. Homozygous *App*^*NL*-*G*-*F/NL*-*G*-*F*^ and wild-type mice were obtained by crossbreeding, and were maintained as inbred lines. Tg(Camk2a-tTA)1Mmay *Fgf14*^*Tg(tetO*-MAPT*P301L)4510Kha^/J mice were previously established [38]. A parental mutant tau responder line, conditionally expressing the 4R0N isoform of human P301L mutant tau, in the FVB/N strain (Clea Inc., Tokyo, Japan), and a tTA activator line, under the control of CaMKII promoter, in the 129 + ter/SV strain (Clea Inc.) were crossbred to generate rTg4510 mice [18]. tTA activator line was used as control for rTg4510 mice. Transgenic mice expressing the inherited ALS-linked human SOD1^G93A^ gene (B6.Cg-Tg (SOD1*G93A)1Gur/J) on the C57BL/6 background were obtained from Jackson Laboratory (Bar Harbor, ME, USA) [12]. Genotyping of mice was performed as previously described [18, 23, 37].

All mice were maintained under a standard specific pathogen-free environment (12 h light–dark-cycle; 23 ± 1 °C; 50 ± 5% humidity) with free access to food and water throughout experiments. Animals were treated in compliance with the guidelines established by the Institutional Animal Care and Use Committee of Nagoya University and National Institutes for Quantum and Radiological Science and Technology.

### Microglia isolation from brain and spinal cord

Magnetic-activated cell sorting (MACS) of microglia in brain or spinal cord is performed as described elsewhere [23]. In brief, the cerebral cortex or spinal cord, dissected from mice transcardially perfused with phosphate-buffered saline (PBS), was dissociated at 37 °C for 15 min using the Neural Tissue Dissociation Kit-Postnatal Neurons (Miltenyi Biotec, Bergisch-Gladbach, Germany) by the gentle MACS Dissociator (Miltenyi Biotec). For isolation of microglia, myelin debris was removed by using Myelin Removal Beads II (Miltenyi Biotec). Purified cells were incubated with anti-CD16/CD32 antibodies (Thermo Fisher Scientific, Waltham, MA, USA) for blocking Fc receptors, and then incubated with anti-CD11b microBeads (Miltenyi Biotec) for isolating microglia. CD11b-positive microglia were isolated by magnetic cell sorting through an LS column (Miltenyi Biotec).

### RNA-seq experiments

For the RNA-seq of the mouse samples, total RNA was extracted from MACS-isolated microglia of each models using an RNeasy Mini Kit (Qiagen, Hilden, Germany). The RNAs were sampled from cerebral cortices of 8-month-old *App*^*NL*-*G*-*F/NL*-*G*-*F*^ and 7-month-old rTg4510 mice and lumbar spinal cords of 5-month-old SOD^G93A^ mice together with the corresponding wild-type or control mice, respectively. For the RNA-seq of the human samples, total RNA was prepared from precuneus of frozen postmortem brain using mirVana™ miRNA Isolation Kit (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer instructions. The total RNA was qualified by using Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Libraries were prepared by using TruSeq mRNA or TruSeq Stranded mRNA (Illumina, San Diego, CA, USA), and, from these libraries, 151-nt paired-end reads were sequenced on the HiSeq X Ten with the HiSeq X Reagent Kits (Illumina) and the NovaSeq 6000 with the NovaSeq Reagent Kits (Illumina).

### In silico analysis of the RNA-seq data

The reference genome assemblies and gene annotations, the mouse genome version UCSC mm10 and the human genome version UCSC hg38, were retrieved from iGenomes (https://support.illumina.com/sequencing/sequencing_software/igenome.html). The Illumina adapter sequences, as well as low quality bases (quality score < 20), were trimmed from 3′-ends of the sequencing reads with the Trim Galore v0.5.0 (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). The reads were qualified with FastQC v0.11.8 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) before and after trimming. The processed reads were mapped on the reference genome assembly with HISAT2 v2.1.0 [21]. Mapping reads prepared with the stranded kit was processed by employing strand specificity information. The alignments on rDNA regions were removed with BEDTools v2.25.0 [34]. From mapping data, expressions of the individual annotated genes were quantified with StringTie v1.3.5 [32]. Heatmaps of the gene expression profiles of target gene sets were created with the pheatmap package implemented in R (https://cran.r-project.org/web/packages/pheatmap/).

Differential expression analysis was performed using the Gene Spring Ver. 14.9.1 software from Agilent Technologies (Santa Clara, CA, USA) according to the manufacture’s protocol. Relative similarities of gene expression profiles of the samples were represented by a plot of the principal component analysis (PCA). The PCA analysis was performed with the prcomp function in R by using CPM values of the individual genes.

### Quantification of mRNA levels by real-time PCR

Total RNA was extracted from MACS-sorted microglia using the RNeasy Micro Kit (Qiagen) according to the manufacturer’s instructions. Complementary DNA (cDNA) from MACS sorted cells was generated and amplified from 2.5 or 5 ng of total RNA by using the PrimeScript™ RT reagent Kit (Perfect Real Time) (TaKaRa Bio, Kusatsu, Japan) and 1/50 of the yield was amplified with the SYBR Premix Ex Taq II (Tli RNaseH Plus) (TaKaRa Bio) using the Thermal Cycler Dice Real Time System II or III (TaKaRa Bio). The thermocycle protocol was as follows: 1 cycle at 95 °C for 30 s, 40 cycles at 95 °C for 5 s and 60 °C for 30 s, and a dissociation stage of 95 °C for 15 s, 60 °C for 30 s, and 95 °C for 15 s. Actin was used for normalization. The primers used for real-time RT-PCR were as follows: human *ACTB* primer, forward, 5′-CTGGAACGGTGAAGGTGACA-3′; reverse, 5′-CGGCCACATTGTGAACTTTG-3′; human *HBEGF* primer, forward, 5′-GGACCCATGTCTTCGGAAAT-3′; reverse, 5′-CCCATGACACCTCTCTCCAT-3′; mouse *Actb* primer, forward, 5′-CGGACTCATCGTACTCCTGCTT-3′; reverse, 5′-TTGGCCTCACTGTCCACCTT-3′; mouse *P2ry12* primer, forward, 5′-CATTGACCGCTACCTGAAGACC-3′; reverse, 5′-GCCTCCTGTTGGTGAGAATCATG-3′; mouse *Sall1* primer, forward, 5′-TGTCAAGTTCCCAGAAATGTTCCA-3′; reverse, 5′-ATGCCGCCGTTCTGAATGA-3′; mouse *Apoe* primer, forward, 5′-GAACCGCTTCTGGGATTACCTG-3′; reverse, 5′- GCCTTTACTTCCGTCATAGTGTC-3′; mouse *Itgax* (*Cd11c*) primer, forward, 5′-CTGGATAGCCTTTCTTCTGCTG-3′; reverse, 5′-GCACACTGTGTCCGAACTCA-3′; mouse *Hbegf* primer, forward, 5′-ACCAGTGGAGAATCCCCTATAC-3′; reverse, 5′-GCCAAGACTGTAGTGTGGTCA-3′.

### Immunofluorescence study

Immunofluorescence analysis was performed as described previously [41]. In brief, mice were deeply anesthetized and perfused intracardially with PBS and 4% paraformaldehyde in PBS. The brains or spinal cords were dissected, post-fixed with the same fixative, and cryoprotected with 30% sucrose containing PBS. Twenty-micrometer-thick coronal brain sections or spinal cord transverse sections were fixed with 4% paraformaldehyde in PBS for 5 min and then permeabilized with 0.1% Triton X−100/PBS for 10 min. After an incubation in blocking solution (5% goat or donkey serum/PBS) for 1 h, sections were incubated with a combination of following antibodies: rabbit anti-Iba-1 (#019–19741, 1:500; Wako, Osaka, Japan), goat anti-AIF-1/Iba1 (#NB100-1028, 1:250; Novus Biologicals, CO, USA), mouse anti-human SOD1 (#M062-3, 1:500; MBL, Nagoya, Japan), mouse anti-AT8 (#MN1020, 1:500, Invitrogen, CA, USA), rabbit anti-Tmem119 (#ab209064, 1:500; abcam, Cambridge, UK), or mouse anti-ApoE (#sc-390925, 1:100, Santa Cruz Biotechnology, Inc, CA, USA) at 4 °C overnight. After washing with PBS, sections were incubated with fluorescent-conjugated anti-rabbit, anti-mouse, or anti-goat IgGs (1:1000; Thermo Fisher Scientific) at room temperature for 1 h. For thioflavin-S staining, after immunostaining with primary and secondary antibodies, sections were incubated with 0.02% thioflavin-S (#T1892, Sigma) at room temperature for 8 min, followed by incubation with 50% ethanol at room temperature for 1 min twice. After washing in PBS, sections were mounted on slides and analyzed with a confocal microscope (LSM700, Carl Zeiss, Oberkochen, Germany).

### Statistical analysis

For RNA sequencing data, differential expression analysis between two groups with replicates was performed with edgeR v3.24.3 [36] implemented in R v3.5.1, and *q*-value was calculated for multiple testing correction of the *p*-values with the *q*-value package v2.24.1 [42] in R. TPM (Transcripts Per Million) and CPM (Counts Per Million) values were computed with the StringTie and edgeR, respectively. A statistical comparison of the fold change values of gene expression quantities between two mutant experiments were performed with Wilcoxon’s signed rank test, followed by a multiple testing correction with the Bonferroni–Holm method [1]. The representative log fold change values of the experiments for this purpose were computed with the edgeR. For quantitative PCR, differences between two groups were analyzed by a two-tailed Student’s *t* test with the Bonferroni method.

## Results

### Altered gene expression profiles of isolated microglia in mouse models of neurodegenerative diseases

To compare microglial phenotypes in different neurodegenerative diseases, we analyzed three representative model mice: *App*^*NL*-*G*-*F/NL*-*G*-*F*^ mice with amyloid pathology [37], rTg4510 mice with tauopathy [38], and SOD1^G93A^ mice modeling inherited ALS [12] (Fig. 1a). All mouse models exhibited accumulation of disease-causing proteins at 2.5 ~ 3 months of age followed by neuroinflammation/gliosis (Fig. 1b). Despite age-dependent typical amyloid pathology and neuroinflammation, *App*^*NL*-*G*-*F/NL*-*G*-*F*^ mice did not show neuronal loss or neurofibrillary tangles (NFTs) [37]. In contrast, rTg4510 and SOD1^G93A^ mice exhibited robust neurodegeneration. Therefore, we used the *App*^*NL*-*G*-*F/NL*-*G*-*F*^ mouse as a mild model and rTg4510 and SOD1^G93A^ mice as severe models of neurodegenerative diseases. 

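RNA was sequenced from 22 libraries of CD11b-positive cells, isolated with magnetic beads after myelin debris had been removed. Cerebral cortex came from 4 *App* NL*-*G*-*F/NL*-*G*-*F and 4 wild-type mice at 8 months of age, and from 3 rTg4510 and 3 control mice at 7 months. Lumbar spinal cord came from 4 SOD1 G93A and 4 wild-type mice at 5 months. The *App* NL*-*G*-*F/NL*-*G*-*F mouse carries familial AD mutations and a humanized Aβ sequence knocked into *App*. The rTg4510 mouse expresses a mutant human tau under a tetracycline-controlled transactivator (tTA) driven by the CaMKII promoter. Its controls were of the tTA activator line. By the paper's methods, rTg4510 mice came from crossing that line with a tau responder line of another strain. Strain background may therefore differ within this comparison and was not separated from tau. The SOD1 G93A mouse carries a mutant human *SOD1* transgene.

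The authors trimmed the reads, mapped them to the mouse genome (UCSC mm10) with HISAT2, removed alignments on rDNA and quantified annotated genes with StringTie. They computed CPM, the read counts relative to library size, with edgeR. Each deposited table covers 1 model with its controls and holds CPM normalized within that table, with column totals between 789701 and 1.16e+06. Beside them stand the authors' log2 fold changes, p-values and q-values. Every CPM value lay within 0.05 reads of a whole number of reads for its library, so the read counts were recovered. The recovered totals were 128 to 150.2 M (median 144 M) reads in wild-type and 131 to 171 M (median 150.0 M) reads in *App* NL*-*G*-*F/NL*-*G*-*F cortex. They were 67.7 to 72.3 M (median 68.3 M) reads in control and 75.5 to 76.3 M (median 75.8 M) reads in rTg4510 cortex. In spinal cord they were 62.7 to 80.4 M (median 69.0 M) reads in wild-type and 70.0 to 103 M (median 77.2 M) reads in SOD1 G93A mice.

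Each model was compared with its own controls by limma, with an intensity trend and robust variance moderation, on log2(CPM + 0.5). Genes with a mean CPM over 5 in at least 1 of both groups were tested. A gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5. These thresholds follow the study's, with the Benjamini-Hochberg adjusted p in place of its q-value and, because the deposited tables hold no TPM, CPM over 5 in place of its TPM over 5. The tests within each model, the thresholds and 33 gene lists were fixed before the data were examined, apart from CPM in place of TPM. List members with a mean CPM over 1 in at least 1 group were counted as measured. Each list was set against all other genes with limma's camera at a preset correlation of 0.01 between genes, with the p at an estimated correlation beside it. Differences between models were tested in a joint limma model of all 22 libraries, in which each model was first set against its own controls. Tissue, age and strain differ together with the model, so these differences cannot be assigned to the model alone.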

We analyzed gene expression in microglia isolated by magnetic-activated cell sorting (MACS) from cerebral cortex of *App*^*NL*-*G*-*F/NL*-*G*-*F*^ and rTg4510 mice or lumbar spinal cord of SOD1^G93A^ mice at the middle-to-late disease stage (Fig. 1a, b).

**Fig. 1:**
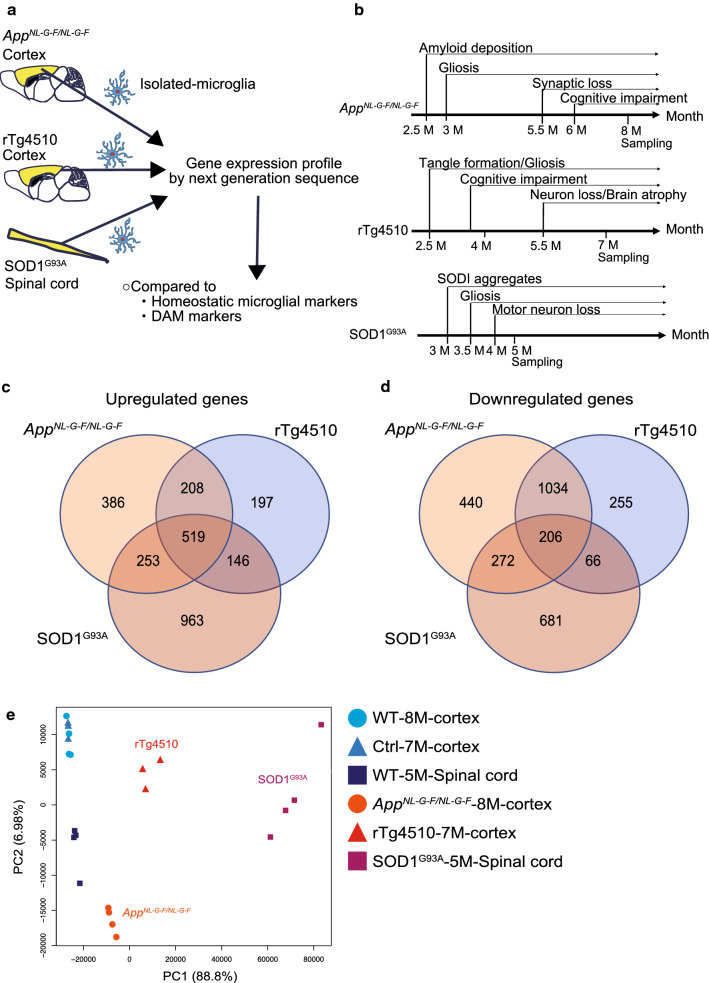
Altered gene expression profiles of microglia isolated from mouse models of neurodegenerative diseases. **a** Schematic overview of gene expression analysis of microglia isolated from mouse models of different neurodegenerative diseases. **b** Timeline of the phenotype, pathology, and sampling for each mouse model. Venn diagram displaying the numbers of significantly upregulated (**c**) and downregulated (**d**) genes among each comparison between neurodegenerative models and controls: 3318 deregulated genes (1366 upregulated and 1952 downregulated) in *App*^*NL*-*G*-*F/NL*-*G*-*F*^ microglia (n = 4 for each genotype), 2631 deregulated genes (1070 upregulated and 1561 downregulated) in rTg4510 microglia (n = 3 for each genotype), and 3106 deregulated genes (1881 upregulated and 1225 downregulated) in SOD1^G93A^ microglia (n = 4 for each genotype) (*q* < 0.05, |*FC*| > 1.5, *TPM *>* 5*). **e** Principal component analysis of gene expression profiles of microglia isolated from neurodegenerative disease models and their controls. WT, wild-type; Ctrl, control

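Of 40 lysosomal genes measured, 32 were higher and 1 lower in *App* NL*-*G*-*F/NL*-*G*-*F, 28 higher in rTg4510, and 33 higher and 1 lower in SOD1 G93A microglia. The lower gene was *Sgsh*, a lysosomal sulfatase, in both, named here after its values were seen. *Ctsd*, which encodes the protease cathepsin D, was at 30172 ± 2382 CPM (SD, n = 4) in *App* NL*-*G*-*F/NL*-*G*-*F mice and 7179 ± 992 CPM (SD, n = 4) in wild-type mice. Its log2 fold changes were 2.08 (standard error 0.12, adjusted p = 2.87e-06), 1.45 (standard error 0.086, adjusted p = 4.00e-05) and 1.95 (standard error 0.13, adjusted p = 6.88e-06) in *App* NL*-*G*-*F/NL*-*G*-*F, rTg4510 and SOD1 G93A microglia. In the same order, those of *Gla*, the lysosomal alpha-galactosidase, were 1.91, 2.20 and 3.70. Medians of the lysosomal list were 1.09, 1.00 and 1.21, with camera adjusted p = 1.60e-12, 4.67e-15 and 1.28e-12, and adjusted p = 0.332, 0.487 and 0.0119 with an estimated correlation.

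Of 20 genes of MHC class I antigen presentation, 18, 13 and 11 were higher. They include *H2-D1*, a class I heavy chain (2.09, 2.16 and 1.98), and *Nlrc5*, the transactivator of class I genes (2.86, 1.85 and 2.57). The class I medians were 0.94, 0.75 and 0.61 (camera adjusted p = 2.52e-07, 3.40e-09 and 3.15e-04, and adjusted p = 0.332, 0.487 and 0.363 with an estimated correlation). Genes of cholesterol efflux, lipid storage and lipoprotein handling were higher in 9 of 22, 13 of 23 and 14 of 24 cases, and *Pltp*, a phospholipid transfer protein gene named here after its values were seen, was lower in *App* NL*-*G*-*F/NL*-*G*-*F and SOD1 G93A microglia. Their medians were 0.55, 1.05 and 2.11 (camera adjusted p = 0.00115, 2.30e-08 and 1.74e-07, and adjusted p = 0.312, 0.2 and 0.0132 with an estimated correlation). *Ch25h*, whose product makes an oxysterol, rose by 4.70, 3.63 and 3.83 on the log2 scale. For 20 genes of glycolysis and the hypoxia response, 11 were higher and 4 lower in *App* NL*-*G*-*F/NL*-*G*-*F, 6 and 3 in rTg4510, and 11 and 2 in SOD1 G93A microglia. Here the medians were 0.66, 0.52 and 0.72 (camera adjusted p = 5.98e-04, 7.76e-05 and 0.00246, and adjusted p = 0.312, 0.487 and 0.466 with an estimated correlation). *Egln3*, an oxygen-sensing prolyl hydroxylase, had log2 fold changes of 4.67, 3.54 and 2.26. Phagocytic receptors and engulfment genes were higher in 11 of 25, 11 of 25 and 8 of 24 cases and lower in 2, 3 and 2. With medians of 0.56 and 0.52, these passed the set test in *App* NL*-*G*-*F/NL*-*G*-*F and rTg4510 microglia (camera adjusted p = 0.00183 and 0.00128, and adjusted p = 0.382 and 0.619 with an estimated correlation). They did not in SOD1 G93A microglia (camera adjusted p = 0.0611), where the median was 0.41 and −0.013 with equal column totals.

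Over the 10170 genes tested in all 3 comparisons, 563 were higher in every model and 345 lower. Independent lists of these sizes would share 26.6 and 14.8. *App* NL*-*G*-*F/NL*-*G*-*F and rTg4510 microglia shared 766 higher and 665 lower genes (expected 138 and 106). *App* NL*-*G*-*F/NL*-*G*-*F and SOD1 G93A microglia shared 819 and 695 (expected 261 and 182), and rTg4510 and SOD1 G93A microglia 688 and 413 (expected 199 and 115). Opposite calls were fewer, with 3 genes higher in *App* NL*-*G*-*F/NL*-*G*-*F and lower in rTg4510 microglia and 21 the other way. Against SOD1 G93A microglia, 32 genes were higher in *App* NL*-*G*-*F/NL*-*G*-*F and lower in SOD1 G93A, 116 the other way, 35 higher in rTg4510 and lower in SOD1 G93A, and 75 the other way. The difference of the fold changes itself passed an adjusted p of 0.05 for 1184 of 11374 genes between rTg4510 and *App* NL*-*G*-*F/NL*-*G*-*F microglia. It passed for 3834 of 10328 between SOD1 G93A and *App* NL*-*G*-*F/NL*-*G*-*F, and for 3602 of 10233 between SOD1 G93A and rTg4510 microglia. Without control replicate 1, rTg4510 replicate 1 or rTg4510 replicate 3, the count between rTg4510 and *App* NL*-*G*-*F/NL*-*G*-*F was 676, 737 and 701. With equal column totals, 317 genes were higher and 636 lower in every model.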

We aimed to characterize gene expression profiles in microglia isolated from each mouse model via RNA sequencing (RNA-seq) (Fig. 1a). Analysis of expression profiles revealed 3318, 2631, and 3106 differentially expressed genes in *App*^*NL*-*G*-*F/NL*-*G*-*F*^, rTg4510, and SOD1^G93A^ microglia, respectively (Fig. 1c, d, Additional file 1: Tables S1a–c). 

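The largest rise in *App* NL*-*G*-*F/NL*-*G*-*F microglia was in *Cst7*, which encodes cystatin F, an inhibitor of lysosomal cathepsins. It was at 1666 ± 84.1 CPM (SD, n = 4) in *App* NL*-*G*-*F/NL*-*G*-*F mice and 7.18 ± 1.49 CPM (SD, n = 4) in wild-type mice, a log2 fold change of 7.78 (standard error 0.14, adjusted p = 8.30e-09). *Gpnmb*, a transmembrane glycoprotein of lysosome-rich phagocytes, *Spp1*, which encodes osteopontin, and *Lpl*, lipoprotein lipase, followed with log2 fold changes of 6.46, 6.25 and 6.11. In rTg4510 microglia *Cst7* (6.22), *Lox*, which encodes the collagen cross-linking enzyme lysyl oxidase (5.95), and *Spp1* (5.80) rose most. *Ctse*, the aspartic protease cathepsin E, was at 294 ± 17.9 CPM (SD, n = 3) in rTg4510 mice and 6.51 ± 0.560 CPM (SD, n = 3) in control mice. *Gpnmb* rose most in SOD1 G93A microglia, with 4945 ± 1464 CPM (SD, n = 4) in SOD1 G93A mice and 9.83 ± 1.75 CPM (SD, n = 4) in wild-type mice (log2 fold change 8.87, standard error 0.21, adjusted p = 6.12e-08). *Igf1*, an insulin-like growth factor (6.48), and *Atp6v0d2*, a subunit of the lysosomal proton pump (6.48), were next.

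Among the largest falls in *App* NL*-*G*-*F/NL*-*G*-*F microglia were those of the neuronal genes *Vgf* (−3.39), *Nptx1* (−3.32) and *Syt1* (−3.27). In rTg4510 microglia they included those of *Gp1bb*, a platelet glycoprotein gene (−3.52), and the long noncoding RNA genes *Meg3* (−3.29) and *Snhg11* (−3.29). *Slc7a10*, an amino acid transporter of astrocytes and neurons (−4.92), and *Crybb1*, a gene of homeostatic microglia (−4.40), fell most in SOD1 G93A microglia. All these genes were taken from those called with a mean CPM over 20 in the higher group and no overlap between the groups. In all, 1464 genes were higher and 2446 lower of 11721 tested in *App* NL*-*G*-*F/NL*-*G*-*F microglia. The counts were 1115 higher and 1900 lower of 11742 in rTg4510 microglia, and 2101 higher and 1517 lower of 10540 in SOD1 G93A microglia. Setting every column to the same total turned them to 827 higher and 3022 lower in *App* NL*-*G*-*F/NL*-*G*-*F, 760 and 2450 in rTg4510, and 985 and 3372 in SOD1 G93A microglia. These equal column totals move the median log2 fold change of all tested genes from 0.093 to −0.15, from 0.0026 to −0.17 and from 0.088 to −0.33.

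Markers of the other cells of the tissue were lower in most disease libraries. Those of oligodendrocyte precursors were an exception in SOD1 G93A libraries, with 4 of 7 higher (median 0.98, camera adjusted p = 0.0592, and adjusted p = 0.53 with an estimated correlation). Of 17 measured neuronal markers, 16 were lower in *App* NL*-*G*-*F/NL*-*G*-*F microglia (median log2 fold change −2.90, camera adjusted p = 2.52e-07, and adjusted p = 0.332 with an estimated correlation). The same number, 16 of 17, were lower in rTg4510 microglia (median −1.81, camera adjusted p = 8.92e-07, and adjusted p = 0.619 with an estimated correlation). The SOD1 G93A comparison had 5 of 12 lower (median −1.80, camera adjusted p = 4.17e-05, and adjusted p = 0.12 with an estimated correlation). *Syt1*, the calcium sensor of synaptic vesicles, was at 11.2 ± 4.20 CPM (SD, n = 4) in *App* NL*-*G*-*F/NL*-*G*-*F mice and 114 ± 41.1 CPM (SD, n = 4) in wild-type mice. Among 13 astrocyte markers, 12 were lower in *App* NL*-*G*-*F/NL*-*G*-*F (median −2.1, camera adjusted p = 3.68e-06, and adjusted p = 0.332 with an estimated correlation) and 9 in rTg4510 microglia (median −0.84, camera adjusted p = 0.00731, and adjusted p = 0.689 with an estimated correlation). Of these, 11 were lower in SOD1 G93A microglia (median −1.56, camera adjusted p = 1.94e-04, and adjusted p = 0.466 with an estimated correlation), while *Gfap*, the filament gene of reactive astrocytes, was higher in each model. Oligodendrocyte markers were lower in *App* NL*-*G*-*F/NL*-*G*-*F (10 of 15, median −1.69, camera adjusted p = 1.45e-05, and adjusted p = 0.332 with an estimated correlation) and SOD1 G93A microglia (13 of 15, median −2.71, camera adjusted p = 5.64e-08, and adjusted p = 0.321 with an estimated correlation). In rTg4510 microglia 4 oligodendrocyte markers were higher and 1 lower (median 0.44, camera adjusted p = 0.0156, and adjusted p = 0.689 with an estimated correlation).

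Endothelial markers such as *Cldn5*, a tight junction gene, were lower in *App* NL*-*G*-*F/NL*-*G*-*F microglia (10 of 12, median −1.72, camera adjusted p = 6.31e-06, and adjusted p = 0.332 with an estimated correlation). Against wild-type, SOD1 G93A libraries had 11 of 12 lower and 1 higher (median −1.96, camera adjusted p = 5.67e-04, and adjusted p = 0.466 with an estimated correlation). In rTg4510 microglia limma called 0 of these 12 (1 higher and 1 lower at an unadjusted p under 0.05, 0 by edgeR and 0 by DESeq2). Of 9 markers of pericytes and smooth muscle, 7 were lower and 1 higher in *App* NL*-*G*-*F/NL*-*G*-*F microglia (median −1.64, camera adjusted p = 0.00235, and adjusted p = 0.332 with an estimated correlation). In rTg4510 microglia 3 were lower and 2 higher (median −0.11, camera adjusted p = 0.956). For SOD1 G93A mice, 8 were lower and 1 higher (median −1.89, camera adjusted p = 0.0075, and adjusted p = 0.466 with an estimated correlation).

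**Figure D1:**
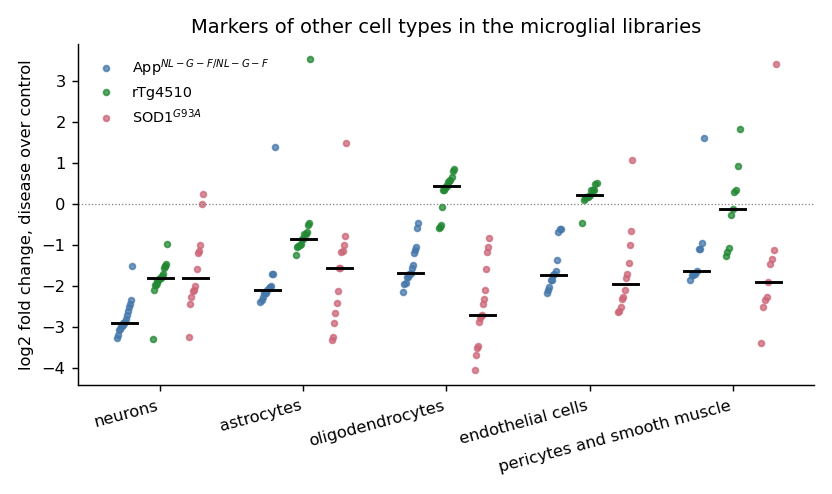
Log2 fold change (disease model against its controls) of each marker gene of neurons, astrocytes, oligodendrocytes, endothelial cells, and pericytes and smooth muscle in *App* NL*-*G*-*F/NL*-*G*-*F, rTg4510 and SOD1 G93A microglia. Points are genes and bars are medians. The neuronal medians lie at −2.90, −1.81 and −1.80, and the endothelial median in rTg4510 microglia, 0.22, becomes −0.12 with approximate TPM.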

We then performed principal component analysis (PCA) by employing normalized read counts of the genes for individual samples. Based on PCA plot, we found that the first principal component (PC1), accounting for 88.8% of the total variance, solely separated the samples into four categories comprised of the three neurogenerative and one normal phenotype (Fig. 1e). Furthermore, the four clusters were located in order of the degree of neuronal cell loss along the PC1, suggesting that gene expression profiles gradually change in accordance with the degree of neuronal cell loss.

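The first principal component was carried mainly by *Apoe*, the apolipoprotein E gene, which made up 79.0% of its squared loadings. *Ctsd* contributed 11.6% and *Ctsb*, another lysosomal cathepsin, 1.88%. *Cst3*, which encodes the secreted cathepsin inhibitor cystatin C, carried 1.07% with the opposite sign. The 10 genes with the largest loadings held 96.3%. In CPM of the 24394 genes present in all 3 tables, centred and not scaled, this component held 86.9% of the variance over the 22 libraries and the next one 7.68%. The first component's share was 53.4% without these 10 genes, 62.7% on log2(CPM + 0.5), and 30.4% with each gene scaled to unit variance. Each table had been normalized by itself, so that levels set across the tables also carry that difference.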

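On the first component the 11 control libraries lay together, in units of CPM. They were at −24216 ± 785 (SD, n = 4) for wild-type cortex, −24226 ± 94.7 (SD, n = 3) for the rTg4510 controls and −22660.0 ± 672 (SD, n = 4) for wild-type spinal cord. *App* NL*-*G*-*F/NL*-*G*-*F microglia followed at −6273 ± 1649.5 (SD, n = 4), then rTg4510 at 15031 ± 3944 (SD, n = 3) and SOD1 G93A microglia at 60045 ± 8358 (SD, n = 4), and the ranges of these 3 groups did not overlap. This is the order of their *Apoe* levels, which were 10183 ± 1008 CPM (SD, n = 4), 38238 ± 4536 CPM (SD, n = 3) and 75530.3 ± 10974 CPM (SD, n = 4). On log2(CPM + 0.5), where single abundant genes weigh less, the order of the groups was different. rTg4510 microglia were at −34.9 ± 12.1 (SD, n = 3), *App* NL*-*G*-*F/NL*-*G*-*F microglia at 23.3 ± 11.2 (SD, n = 4), wild-type spinal cord at 51.7 ± 9.80 (SD, n = 4) and SOD1 G93A microglia at 114 ± 5.98 (SD, n = 4). There wild-type spinal cord, a control group of another tissue, lay beyond both cortical disease groups. The cortical controls were at −84.3 ± 12.6 (SD, n = 4) for wild-type and −104 ± 7.05 (SD, n = 3) for the rTg4510 controls. Each disease group thus lay above its own controls, and tissue was not separated from disease along this component. From the order of the 4 clusters along this component, the paper proposes that gene expression profiles change gradually with the degree of neuronal cell loss.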

### Decrease in expression of homeostatic microglial genes in mouse models of tauopathy and SOD1-ALS

We first focused on the homeostatic microglial genes, as diseased microglia lose homeostatic functions in an apolipoprotein E (*APOE*)- and *TREM2*-dependent manner [24]. To clarify whether the loss of homeostatic microglial genes correlates with the degree of neuronal cell loss, we investigated expression levels of the 68 homeostatic genes [24], expressions of which are all enriched in mature microglia, among the three models. As mentioned earlier, *App*^*NL*-*G*-*F/NL*-*G*-*F*^ mice show neuroinflammation and an amyloid pathology without neuronal cell death, whereas rTg4510 and SOD1^G93A^ mice show robust neuroinflammation with neuronal cell death. A heat map of the 68 gene expression profiles illustrates changes in expression of homeostatic microglial genes associated with the degree of neuronal cell loss (Fig. 2a). 

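Of 43 genes of homeostatic microglia, 12 were higher and 1 lower in *App* NL*-*G*-*F/NL*-*G*-*F, 4 were higher and 3 lower in rTg4510, and 4 were higher and 26 lower in SOD1 G93A microglia. The counts are the same when p is adjusted over the list alone. *Crybb1*, a crystallin gene expressed in adult microglia, was lower in all 3 models, with log2 fold changes of −1.12 (standard error 0.17, adjusted p = 4.71e-04) in *App* NL*-*G*-*F/NL*-*G*-*F and −1.41 (standard error 0.068, adjusted p = 1.67e-05) in rTg4510 microglia beside its fall in SOD1 G93A microglia. *Slc2a5*, the fructose transporter, was at 22.8 ± 8.59 CPM (SD, n = 4) in SOD1 G93A mice and 366 ± 34.6 CPM (SD, n = 4) in wild-type mice. Its log2 fold change was −4.07 (standard error 0.29, adjusted p = 8.94e-06) in SOD1 G93A, −2.06 (standard error 0.24, adjusted p = 6.02e-04) in rTg4510 and −0.15 (standard error 0.096, adjusted p = 0.217) in *App* NL*-*G*-*F/NL*-*G*-*F microglia. Higher in all 3 models were *Serpine2*, a secreted serine protease inhibitor (1.66, 1.27 and 1.14), and *Lag3*, a receptor for MHC class II (1.19, 2.26 and 0.78). *Lag3* no longer passed in SOD1 G93A microglia with equal column totals (0.35), and *Serpine2* was then at 0.70. *Tmem119*, a membrane protein gene of microglia, was at 423 ± 138 CPM (SD, n = 4) in SOD1 G93A mice and 2541 ± 310.1 CPM (SD, n = 4) in wild-type mice, a log2 fold change of −2.63 (standard error 0.21, adjusted p = 1.98e-05). It had −0.46 (standard error 0.11, adjusted p = 0.00457) in *App* NL*-*G*-*F/NL*-*G*-*F and −0.49 (standard error 0.13, adjusted p = 0.0164) in rTg4510 microglia, below the fold threshold, which it passed with equal column totals (−0.71 and −0.67).

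The list's median log2 fold change was 0.39 in *App* NL*-*G*-*F/NL*-*G*-*F microglia (camera adjusted p = 0.00351, and adjusted p = 0.592 with an estimated correlation). It was 0.00091 in rTg4510 microglia, the mean being −0.0039 (camera adjusted p = 0.98). In SOD1 G93A microglia it was −0.96 (camera adjusted p = 4.63e-07, and adjusted p = 0.12 with an estimated correlation). Every *App* NL*-*G*-*F/NL*-*G*-*F mouse had a higher mean log2 value of the list than every wild-type mouse (exact permutation test, 2-sided, p = 0.0286), and every SOD1 G93A mouse a lower one (exact permutation test, 2-sided, p = 0.0286). This p is the smallest that 4 mice against 4 allow. With equal column totals the homeostatic medians were 0.14, −0.17 and −1.39, and with approximate TPM the *App* NL*-*G*-*F/NL*-*G*-*F median was −0.0013.

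Immediate early and stress genes that tissue dissociation can induce were examined too, and *Jun* and *Egr1* belong to both lists. Of 24 such genes, 20 were higher in *App* NL*-*G*-*F/NL*-*G*-*F (median 1.29, camera adjusted p = 3.68e-06, and adjusted p = 0.332 with an estimated correlation) and 14 in rTg4510 microglia (median 0.78, camera adjusted p = 8.16e-08, and adjusted p = 0.619 with an estimated correlation). In SOD1 G93A microglia 2 were higher and 8 lower (median −0.42, camera adjusted p = 0.0611). *Atf3*, a stress-induced transcription factor gene, was at 943 ± 140.0 CPM (SD, n = 4) in *App* NL*-*G*-*F/NL*-*G*-*F mice and 117 ± 70.5 CPM (SD, n = 4) in wild-type mice.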

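*P2ry12* encodes a purinergic receptor that directs microglial processes toward injury and lies on chromosome 3 of GRCm38 from 59216271 to 59262985. Its level was 2397 ± 97.5 CPM (SD, n = 4) in *App* NL*-*G*-*F/NL*-*G*-*F mice and 2356 ± 228 CPM (SD, n = 4) in wild-type mice. In the rTg4510 comparison it was 1721 ± 277 CPM (SD, n = 3) in rTg4510 mice and 3035 ± 283 CPM (SD, n = 3) in control mice, and in the SOD1 G93A comparison 282 ± 12.7 CPM (SD, n = 4) in SOD1 G93A mice and 2145 ± 152 CPM (SD, n = 4) in wild-type mice. These are log2 fold changes of 0.029 (standard error 0.091, adjusted p = 0.799), −0.83 (standard error 0.13, adjusted p = 0.00183) and −2.92 (standard error 0.10, adjusted p = 2.28e-07). *Sall1*, a transcription factor gene of microglial identity on chromosome 8 of GRCm38 from 89027242 to 89044162, was at 317 ± 35.8 CPM (SD, n = 4) in SOD1 G93A mice and 688 ± 161 CPM (SD, n = 4) in wild-type mice, a log2 fold change of −1.09 (standard error 0.19, adjusted p = 0.0015). In rTg4510 microglia *Sall1* was at 712 ± 40.5 CPM (SD, n = 3) in rTg4510 mice and 915 ± 85.8 CPM (SD, n = 3) in control mice (−0.36, standard error 0.088, adjusted p = 0.0119). That is below the fold threshold of 1.5, which it passed only with approximate TPM (−0.71). In *App* NL*-*G*-*F/NL*-*G*-*F microglia its log2 fold change was 0.13 (standard error 0.14, adjusted p = 0.452).

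The fold change of *P2ry12* differed by −0.85 (standard error 0.15, adjusted p = 0.00113) between rTg4510 and *App* NL*-*G*-*F/NL*-*G*-*F and by −2.1 (standard error 0.15, adjusted p = 3.96e-09) between SOD1 G93A and rTg4510 microglia. That of *Sall1* differed by −0.73 (standard error 0.24, adjusted p = 0.022) between SOD1 G93A and rTg4510 microglia. Between rTg4510 and *App* NL*-*G*-*F/NL*-*G*-*F its difference of −0.49 (standard error 0.24, adjusted p = 0.217) did not pass the test. Neither gene has a settled direction in *App* NL*-*G*-*F/NL*-*G*-*F microglia, where *P2ry12* is at −0.22 and *Sall1* at −0.12 with equal column totals.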

*P2ry12* and *Sall1* exhibited a typical trend of the changes of gene expression level among the three models; a non-significant change in *App*^*NL*-*G*-*F/NL*-*G*-*F*^ microglia, but substantial reductions in rTg4510 and SOD1^G93A^ microglia (Fig. 2a–c). Moreover, the degree of reduction in expression levels of homeostatic microglial genes significantly correlated with the degree of neuronal cell loss (Fig. 2d and Additional file 1: Table S1d). Furthermore, although a loss of TMEM119 immunoreactivity, another representative homeostatic microglial gene, was restricted to amyloid plaque-associated microglia in *App*^*NL*-*G*-*F/NL*-*G*-*F*^ mice (Fig. 2e), TMEM119 immunoreactivity was decreased in microglia of rTg4510 and SOD1^G93A^ mice (Fig. 2f, g). These results indicate that decreased expression of microglial homeostatic genes correlates with the degree of neuronal cell loss.

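Relative to their controls, the median of homeostatic genes stood highest in *App* NL*-*G*-*F/NL*-*G*-*F microglia, lower in rTg4510 and lowest in SOD1 G93A microglia. The log2 fold changes fell in this order for 33 of 43 genes (76.7%, against 16.7% if all orders were equally frequent). Gene by gene, the median difference was −0.34 between rTg4510 and *App* NL*-*G*-*F/NL*-*G*-*F microglia, where 6 of 43 genes lay above 0. Between SOD1 G93A and *App* NL*-*G*-*F/NL*-*G*-*F it was −1.22, where 2 lay above 0, and between SOD1 G93A and rTg4510 −0.90, where 4 did. *Slc2a5* differed by −1.91 (standard error 0.36, adjusted p = 0.00222) between rTg4510 and *App* NL*-*G*-*F/NL*-*G*-*F microglia and by −2.01 (standard error 0.36, adjusted p = 2.85e-04) between SOD1 G93A and rTg4510. *Tmem119* differed by −2.17 (standard error 0.23, adjusted p = 6.39e-07) between SOD1 G93A and *App* NL*-*G*-*F/NL*-*G*-*F microglia, and its difference of −0.031 (standard error 0.25, adjusted p = 0.958) between rTg4510 and *App* NL*-*G*-*F/NL*-*G*-*F did not pass the test. *Lag3* went the other way between rTg4510 and *App* NL*-*G*-*F/NL*-*G*-*F, by 1.07 (standard error 0.23, adjusted p = 0.00658).

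Each of the 3 differences of the list had a Holm-adjusted p = 3.00e-05 in a signed-rank permutation test over its genes, which are not independent replicates. It is the smallest p that 100000 sign flips can give after this correction. Exchanging the model labels of the disease mice, each relative to its own controls, gave p = 0.0286 for each pair (exact permutation test, 2-sided), the smallest p that these numbers of mice allow. The control means were held fixed in this test, so their error does not enter its p. In camera on these differences, added after the data were seen, none passed with an estimated correlation (adjusted p = 0.422 for rTg4510 minus *App* NL*-*G*-*F/NL*-*G*-*F, 0.0705 for SOD1 G93A minus *App* NL*-*G*-*F/NL*-*G*-*F and 0.251 for SOD1 G93A minus rTg4510, against 1.97e-06, 1.32e-18 and 4.99e-12 with the preset one). Markers of other cells also differed between the cortical models, and stood higher in rTg4510 libraries relative to their controls. Median differences of rTg4510 minus *App* NL*-*G*-*F/NL*-*G*-*F were 1.95 (endothelium), 1.65 (oligodendrocytes), 1.46 (pericytes and smooth muscle), 1.28 (astrocytes) and 1.06 (neurons). These too passed camera only with the preset correlation. How far the share of RNA from other cells enters the homeostatic differences was not tested. From the differences between the models, the paper concludes that decreased expression of microglial homeostatic genes correlates with the degree of neuronal cell loss.

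**Figure D2:**
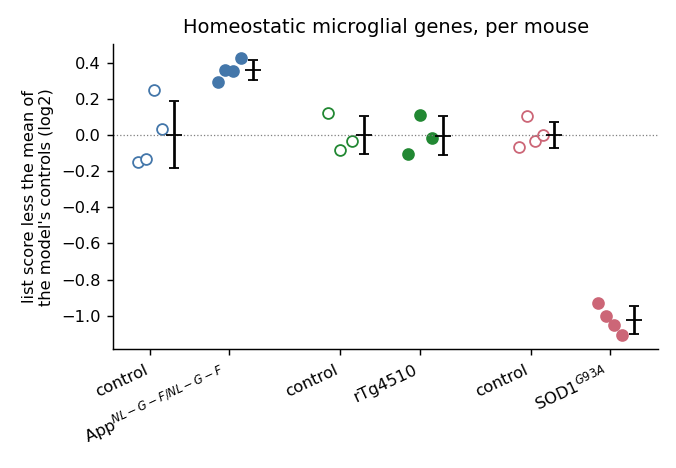
Mean log2(CPM + 0.5) of 43 homeostatic genes per mouse, less the mean of that model's controls, in *App* NL*-*G*-*F/NL*-*G*-*F, rTg4510 and SOD1 G93A mice. Open circles are control mice, filled circles are disease mice, and lines show the mean ± SD. The *App* NL*-*G*-*F/NL*-*G*-*F mice lie above all of their controls and the SOD1 G93A mice below all of theirs.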

**Fig. 2:**
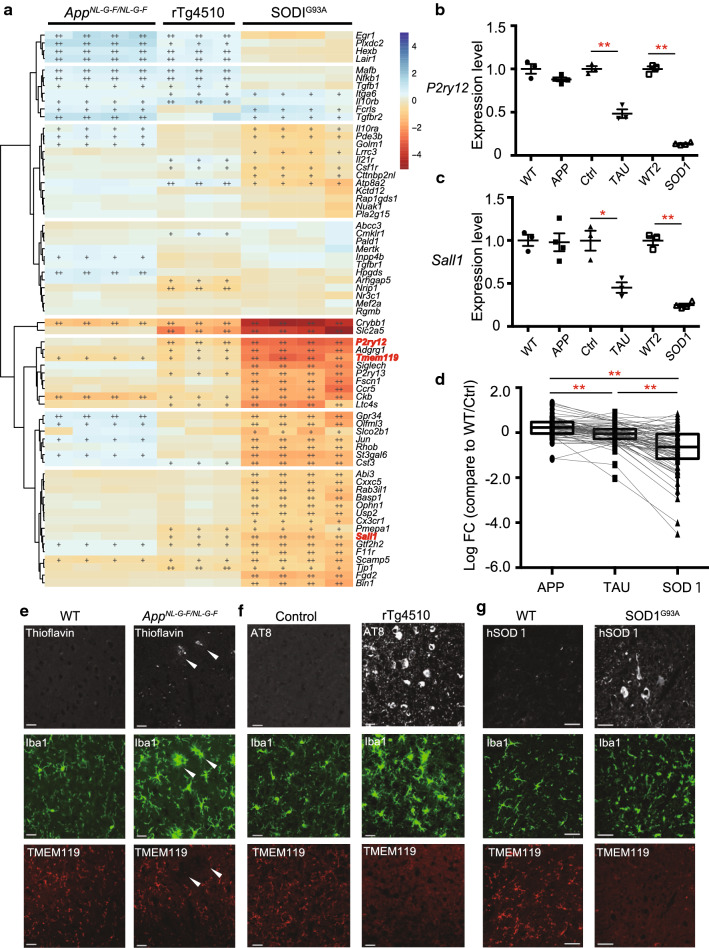
Decreases in gene expression linked to homeostatic microglia in mouse models of neurodegenerative diseases. Expression of homeostatic microglial genes analyzed by RNA sequencing (RNA-seq) and quantitative PCR (WT: n = 4 and *App*^*NL*-*G*-*F/NL*-*G*-*F*^: n = 4; Ctrl: n = 3 and rTg4510: n = 3; WT: n = 4 and SOD1^G93A^: n = 4). WT, wild-type; Ctrl, control. **a** A heat map of homeostatic microglial genes in isolated-microglia of the mouse models of neurodegenerative diseases. Colors of the individual cells denote relative expression levels of the neurodegenerative models. +: *q* < 0.05, ++: *q* < 0.001. **b**, **c** Quantitative PCR analysis to determine the expression levels of *P2ry12* and *Sall1* mRNA in isolated-microglia of each mouse model. **b** *P2ry12* expression level (*App*^*NL*-*G*-*F/NL*-*G*-*F*^: *FC* = −1.14*, p* = 0.2275; rTg4510: *FC* = −2.07, *p* = 0.00285; SOD1^G93A^*: FC* = −7.35, *p* = 1.74E−06). **c** *Sall1* expression level (*App*^*NL*-*G*-*F/NL*-*G*-*F*^: *FC* = −1.02, *p* = 1; rTg4510: *FC* = −2.21, *p* = 0.0420; SOD1^G93A^: *FC* = −4.04, *p* = 6.71E−05). Data are represented as the mean ± SEM. *p < 0.05, **p < 0.001. Bonferroni-corrected Student’s *t* test. **d** Log_2_FC values against WT/Ctrl for 68 homeostatic microglial genes in the isolated microglia from the cortex of *APP*^*NL*-*G*-*F/NL*-*G*-*F*^ and rTg4510 mice, and spinal cord of SOD1^G93A^ mice. *App*^*NL*-*G*-*F/NL*-*G*-*F*^ (median *log*_*2*_*FC* = 0.227), rTg4510 (median *log*_*2*_*FC* = −0.0504, *adj. p *=* 7.33*E−07), and SOD1^G93A^ (median *log*_*2*_*FC* = −0.633, *adj. p* = 1.61E−11) mice. Data are represented as the median with 5th and 95th percentile. *p < 0.05, **p < 0.001. Wilcoxon’s signed rank test, followed by a multiple testing correction using the Bonferroni–Holm method. **e**–**g** Representative immunofluorescent images demonstrating amyloid β (Aβ, thioflavin), Tau (AT8) or hSOD1 (white), Iba1 (green), and TMEM119 (red) in cortex of **e** WT and *App*^*NL*-*G*-*F/NL*-*G*-*F*^ mouse, **f** Ctrl and rTg4510 mouse, and **g** spinal cord of WT and SOD1^G93A^ mouse. Arrowheads indicate Aβ and Aβ-associated microglia. Scale bars: 20 µm (**e, f**) and 50 µm (**g**)

### No association between changes in DAM genes and the degree of neuronal cell loss

To examine whether DAM are common in mouse models of neurodegenerative diseases, and whether this activation is also associated with the degree of neuronal cell loss, we compared expression levels of 162 DAM genes among three mouse models (*FC* > 1.5, *q* < 0.05) [20] (Fig. 3a). 

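Of 50 genes of disease-associated microglia, 49 were higher in *App* NL*-*G*-*F/NL*-*G*-*F, 46 in rTg4510 and 48 in SOD1 G93A microglia, and 44 were higher in all 3. The counts per model are the same when p is adjusted over the list alone. *Itgax*, which encodes the integrin CD11c and lies on chromosome 7 of GRCm38 from 128129526 to 128150657, was at 911 ± 20.4 CPM (SD, n = 4) in *App* NL*-*G*-*F/NL*-*G*-*F mice and 16.8 ± 4.94 CPM (SD, n = 4) in wild-type mice. Its log2 fold change was 5.76 (standard error 0.17, adjusted p = 1.18e-07) there, 4.63 (standard error 0.076, adjusted p = 4.30e-07) in rTg4510 and 4.67 (standard error 0.27, adjusted p = 3.15e-06) in SOD1 G93A microglia. *Apoe*, whose product carries lipids between cells, stood at 1865 ± 576 CPM (SD, n = 4) in wild-type spinal cord. It rose by 5.37 (standard error 0.20, adjusted p = 3.65e-07) on the log2 scale in SOD1 G93A, by 3.56 (standard error 0.12, adjusted p = 4.24e-06) in rTg4510 and by 1.94 (standard error 0.15, adjusted p = 1.04e-05) in *App* NL*-*G*-*F/NL*-*G*-*F microglia. In *App* NL*-*G*-*F/NL*-*G*-*F, rTg4510 and SOD1 G93A microglia, *Axl*, a receptor tyrosine kinase for apoptotic cells, had log2 fold changes of 2.87, 2.89 and 4.06. *Cybb*, the catalytic subunit of the phagocyte oxidase, had 2.09, 3.21 and 4.76, and *Csf1*, the ligand of the microglial survival receptor, 4.49, 3.72 and 3.30. The members that did not pass were *Fth1* in *App* NL*-*G*-*F/NL*-*G*-*F, *Fabp3*, *Fabp5*, *Fth1* and *Syngr1* in rTg4510, and *Ccl6* and *Cd34* in SOD1 G93A microglia, named here after their values were seen.

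In the order *App* NL*-*G*-*F/NL*-*G*-*F, rTg4510 and SOD1 G93A, the log2 fold change rose for 9 of the 50 genes (18%) and fell for 16 (32%). It rose for *Apoe*, *Axl*, *Cd63*, *Cybb*, *Itga5*, *Lgals3*, *Lilrb4a*, *Lyz2* and *Timp2*. Between rTg4510 and *App* NL*-*G*-*F/NL*-*G*-*F microglia *Apoe* differed by 1.62 (standard error 0.26, adjusted p = 6.83e-04). *Axl*, at 0.023 (standard error 0.33, adjusted p = 0.977), and *Cybb*, at 1.12 (standard error 0.49, adjusted p = 0.158), did not pass the test of that difference. Between SOD1 G93A and rTg4510 microglia the differences were 1.82 (standard error 0.26, adjusted p = 2.89e-05) for *Apoe*, 1.17 (standard error 0.33, adjusted p = 0.01) for *Axl* and 1.54 (standard error 0.49, adjusted p = 0.0186) for *Cybb*. Medians of the list were 2.1, 2.1 and 2.88 (camera adjusted p = 2.89e-24, 5.41e-28 and 4.61e-27, and adjusted p = 0.312, 0.2 and 0.0997 with an estimated correlation).

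Markers of other myeloid cells that CD11b beads can also take up did not pass the set test as groups. Of those of border-associated macrophages, 2 of 12 were higher in *App* NL*-*G*-*F/NL*-*G*-*F, 1 was higher and 1 lower of 12 in rTg4510, and 2 of 11 were higher in SOD1 G93A microglia (camera adjusted p = 0.68, 0.842 and 0.812). The macrophage list had a median of −0.61 and a mean of 0.47 in SOD1 G93A microglia, with single members from −1.50 to 6.32. Single monocyte markers there ranged from −1.79 to 3.63. Among 10 markers of blood monocytes, 1 was lower in *App* NL*-*G*-*F/NL*-*G*-*F, 1 higher in rTg4510, and 2 were higher and 1 lower in SOD1 G93A microglia (camera adjusted p = 0.217, 0.815 and 1). Limma called 0 of 12, 9 and 10 measured neutrophil markers (camera adjusted p = 0.317, 0.327 and 0.442). Single libraries stood apart: the mean log2 value of the neutrophil list was 6.78 (others −0.035 to 0.62) in replicate 2 of wild-type spinal cord, 2.98 (others −0.17 to 0.26) in SOD1 G93A replicate 4 and 2.89 (others 2.19 to 2.26) in *App* NL*-*G*-*F/NL*-*G*-*F replicate 3, and that of the monocyte list 4.68 (others 1.99 to 2.17) in replicate 2 of wild-type spinal cord. At an unadjusted p under 0.05, 1 neutrophil marker was lower in rTg4510 microglia and 0 changed elsewhere, edgeR called 1 in *App* NL*-*G*-*F/NL*-*G*-*F microglia, and DESeq2 called 1 in *App* NL*-*G*-*F/NL*-*G*-*F and 2 in rTg4510 microglia.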

A heat map shows that almost all DAM genes including *Itgax* (Fig. 3c) were uniformly upregulated in microglia of the three mouse models, while only 12 of these genes (7.41%), including *Apoe*, *Axl*, and *Cybb*, exhibited upregulation in accord with the degree of neuronal cell loss (Fig. 3a–d and Additional file 1: Table S1e). Thus, the degree of increased expression of DAM genes was not associated with the degree of neuronal cell loss (Fig. 3d and Additional file 1: Table S1e). 

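Gene by gene, most disease-associated genes rose less in rTg4510 than in *App* NL*-*G*-*F/NL*-*G*-*F microglia, although the list medians were close (2.1 and 2.1, and 1.92 and 1.85 with equal column totals). The median of these differences was −0.43 on the log2 scale, and 15 of 50 genes lay above 0 (signed-rank permutation test over genes, Holm-adjusted p = 0.00366). In camera on this difference, added after the data were seen, the adjusted p was 5.28e-05 with the preset and 0.614 with an estimated correlation. How far the share of RNA from other cells enters this difference was not tested either. *Cst7* differed by −1.56 (standard error 0.29, adjusted p = 0.002) and *Itgax* by −1.13 (standard error 0.33, adjusted p = 0.0332) between these models. Between SOD1 G93A and *App* NL*-*G*-*F/NL*-*G*-*F microglia the median difference was −0.11, and 23 of 50 genes lay above 0 (Holm-adjusted p = 0.818 from the same permutation test). Genes moved apart in both directions there, *Apoe* by 3.44 (standard error 0.24, adjusted p = 1.95e-09) and *Csf1* by −1.19 (standard error 0.26, adjusted p = 0.00135). The difference between SOD1 G93A and rTg4510 microglia was 0.061, and 28 genes lay above 0 (Holm-adjusted p = 0.239 from that permutation test). By mouse, exchanging the model labels gave p = 0.0286 for rTg4510 against *App* NL*-*G*-*F/NL*-*G*-*F, 0.457 for SOD1 G93A against *App* NL*-*G*-*F/NL*-*G*-*F and 0.0571 for SOD1 G93A against rTg4510 (exact permutation tests, 2-sided, in which the error of the control means does not enter). The mean score of the list was higher in SOD1 G93A than in *App* NL*-*G*-*F/NL*-*G*-*F mice by 0.11, against the sign of the median difference. The median difference between SOD1 G93A and rTg4510 microglia turned to −0.18 with equal column totals and to −0.015 without rTg4510 control replicate 1. From the comparison of the models, the paper proposes that neurodegenerative diseases share an upregulation of most of these genes whose levels do not follow the degree of neuronal cell loss.

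**Figure D3:**
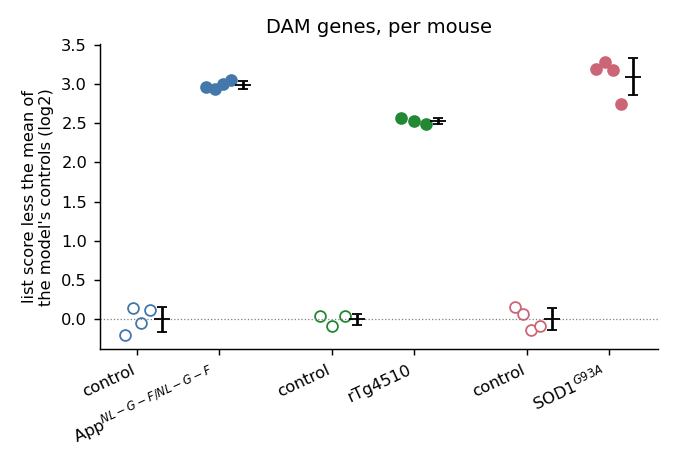
Mean log2(CPM + 0.5) of 50 genes of disease-associated microglia per mouse, less the mean of that model's controls, in *App* NL*-*G*-*F/NL*-*G*-*F, rTg4510 and SOD1 G93A mice. Open circles are control mice, filled circles are disease mice, and lines show the mean ± SD. Every disease mouse lies above every control mouse of its model.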

Although upregulation of ApoE was limited in plaque-associated microglia of *App*^*NL*-*G*-*F/NL*-*G*-*F*^ mice, immunoreactivity of ApoE was increased in microglia of all three models (Fig. 3e–g). These results suggest that neurodegenerative diseases have upregulation of most DAM genes in common, but levels of expression were not correlated with the degree of neuronal cell loss.

**Fig. 3:**
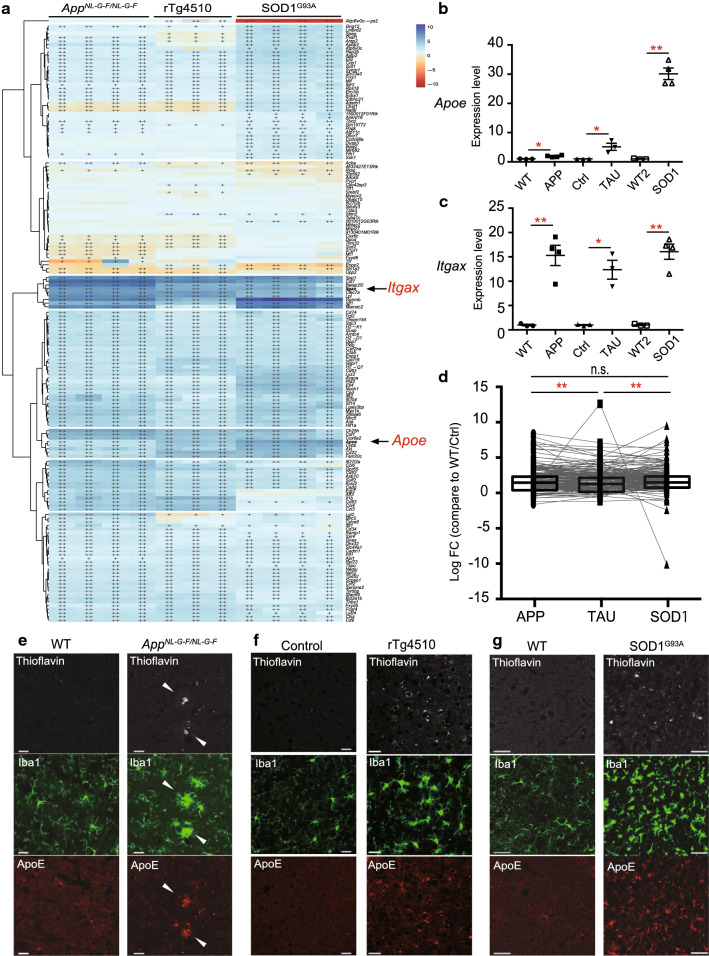
Elevated gene expression of disease-associated microglia (DAM) in mouse models of neurodegenerative diseases. DAM gene expression analyzed by RNA sequencing (RNA-Seq) and quantitative PCR (WT: n = 4 and *App*^*NL*-*G*-*F/NL*-*G*-*F*^: n = 4; Ctrl: n = 3 and rTg4510: n = 3; WT: n = 4 and SOD1^G93A^: n = 4). WT, wild-type; Ctrl, control. **a** A heat map of DAM genes in isolated-microglia. Colors indicate upregulated (blue) and downregulated genes (red) relative to each control. +: *q* < 0.05, ++: *q* < 0.001. **b**, **c** Quantitative PCR analysis to determine expression levels of *Apoe* and *Itgax* mRNA in isolated-microglia of each mouse model. **b** *Apoe* expression level (*App*^*NL*-*G*-*F/NL*-*G*-*F*^: *FC* = 1.91, *p* = 0.0126; rTg4510: *FC* = 5.51*, p* = 0.0251; SOD1^G93A^*: FC* *= 30.1, p* = 0.000177). **c** *Itgax* expression level (*App*^*NL*-*G*-*F/NL*-*G*-*F*^: *FC *= 15.3, *p* = 0.00638; rTg4510: FC =* 12.4, p* = 0.0129; SOD1^G93A^: *FC* = 16.1, *p* = 0.00138). Data are represented as the mean ± SEM. *p < 0.05, **p < 0.001. Bonferroni-corrected Student’s *t* test. **d** Log_2_FC values against WT/Ctrl for 162 DAM genes in the isolated microglia from the cortex of *APP*^*NL*-*G*-*F/NL*-*G*-*F*^ and rTg4510 mice, and spinal cord of SOD1^G93A^ mice. *App*^*NL*-*G*-*F/NL*-*G*-*F*^ (median *log*_*2*_*FC* = 1.466), rTg4510 (median *log*_*2*_*FC* = 1.275*, adj. p* = 2.12E−03), and SOD1^G93A^ (median *log*_*2*_*FC* = 1.484, *adj. p* = 1.14E−01) mice. Data are represented as the median with 5th and 95th percentile. *p < 0.05, **p < 0.001. Wilcoxon’s signed rank test, followed by a multiple testing correction using the Bonferroni–Holm method. **e**–**g** Representative immunofluorescent images demonstrating expression of Aβ, Tau, or SOD1 (thioflavin, white), Iba1 (green), and ApoE (red) in the cortex of **e** WT and *App*^*NL*-*G*-*F/NL*-*G*-*F*^ mouse, **f** Ctrl and rTg4510 mouse, and **g** the spinal cord of WT and SOD1^G93A^ mouse. Arrowheads indicate Aβ and Aβ-associated microglia. Scale bars: 20 µm (**e, f**) and 50 µm (**g**)

### Differentially expressed genes for various CNS cell types in human precuneus with AD pathology

To uncover differentially expressed genes in human brain with an early amyloid pathology, we created a gene expression profile of precuneus derived from the individuals neuropathologically diagnosed with early AD and controls. All subjects with early AD did not have apparent family history of dementia, therefore, were recognized as sporadic cases. The precuneus is located on the medial side of the parietal cortex, which is vulnerable to early amyloid deposition in patients with AD [30, 47]. Data for Braak neuropathological stages, neuropathological diagnosis, Clinical Dementia Ratings (CDR), *APOE* genotypes, and RNA quality of human brain samples are described in Additional file 1: Table S1f. Postmortem subjects were identified and selected based on the Braak neuropathological staging as follows: 14 non-AD brains were scored 0–A for senile plaque (SP) and 0–II for NFT, and 11 AD brains were C for SP and III–IV for NFT (Fig. 4a and Additional file 1: Table S1f). We found 643 deregulated genes, consisting of 127 upregulated and 516 downregulated, in AD brains compared with the controls (|*FC*|* > 1.5, q* < 0.05) (Additional file 1: Table S1g).

**Fig. 4:**
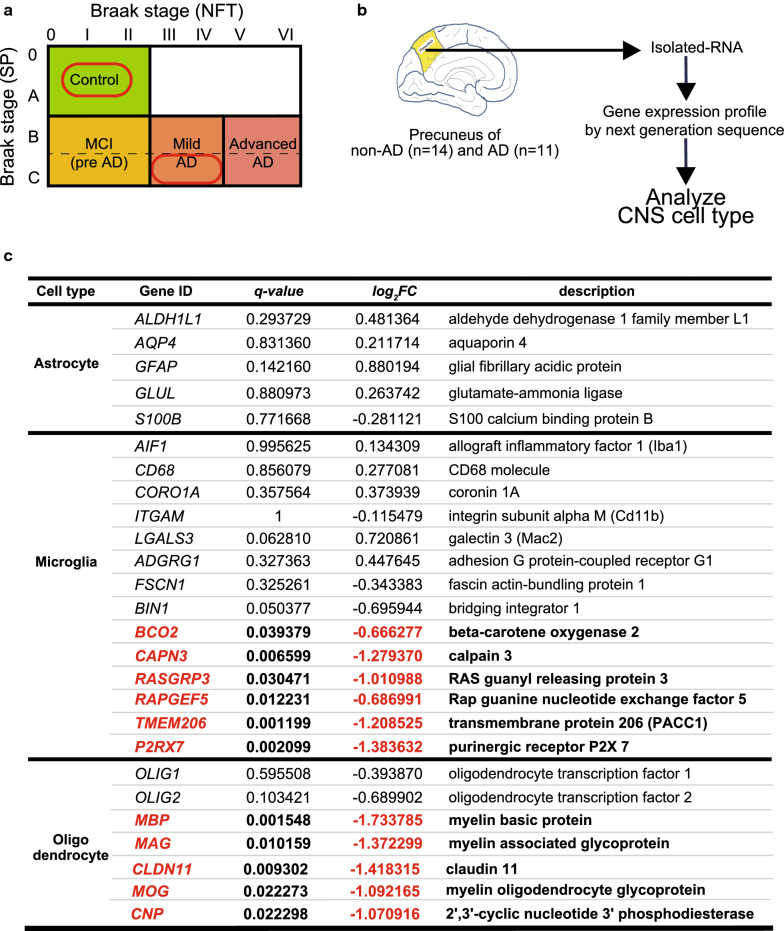
RNA sequencing reveals altered gene expression of each CNS cell-type in human precuneus with Alzheimer’s disease (AD) pathology. **a** Human brain samples were selected for analysis based on the Braak staing as follows: control brain (non-AD) defined as Braak stage (senile plaque: SP): 0–A, Braak stage (neurofibrillary tangle: NFT): 0–II; and AD brain defined as Braak stage (SP): C and Braak stage (NFT): III–IV. **b** Schematic overview of the gene expression analysis of the CNS cell-type markers in the precuneus of non-AD (n = 14) and AD (n = 11). **c** Expression of representative genes enriched in astrocytes, microglia, and oligodendrocytes in precuneus of AD brain with fold change. Downregulated genes (statistically significant, *q* < 0.05) are shown in red and bold

In AD and other neurodegenerative diseases, neuroinflammation and neurodegeneration lead to changes in cell population of brain lesions. Therefore, we examined expression levels of representative CNS markers for each cell-type: neurons, astrocytes, microglia, and oligodendrocytes in the precuneus of AD brains and controls (Fig. 4b, Additional file 1: Table S1h). We generated a list of genes enriched in microglia under physiological conditions from previous studies [3, 5, 8] and compared gene expression profiles of AD precuneus. Although levels of the representative activation markers for microglia (*AIF1, CD68, and LGALS3*) were unchanged, expressions of *BCO2, CAPN3*, small G protein-associated genes (*RASGRP3* and *RAPGEF5)*, *PACC1* (also known as *TMEM206*), and *P2RX7* were significantly decreased in AD precuneus compared with controls (Fig. 4c). Moreover, expression of the oligodendrocyte markers, *MBP, MAG, CLDN11, MOG*, and *CNP* were significantly decreased in AD precuneus (Fig. 4c). No differences in the expression of representative neuronal and astrocytic genes were observed in the precuneus of AD brains (Fig. 4c, Additional file 1: Table S1h). These findings indicate that the early amyloid pathology induces moderate dysfunction of microglia and oligodendrocytes in AD precuneus.

### Subtle alteration of DAM gene expression in AD precuneus

Reactive microgliosis with neuroinflammation is one of the neuropathological hallmarks of AD brain [9, 15, 40, 43]. Thus, we next investigated whether DAM genes are deregulated in human precuneus with early AD pathology (Fig. 5a). Among the 162 DAM genes, we found only 8 genes were deregulated in AD precuneus, and unexpectedly, all of them (*APBB2*, *ARAP2, DHCR7, ENPP2, MYO1E, CDS22, KCNJ2*, and *SLC44A1*) were downregulated (Fig. 5b). In addition, expression levels of representative DAM genes (*ITGAX, CST7, APOE, CSF1*, and *AXL*) were not altered in the precuneus of AD brain (Fig. 5b). Contrary to the upregulation of DAM genes in mouse models of AD, the expression of DAM genes was marginally altered in human sporadic AD precuneus.

**Fig. 5:**
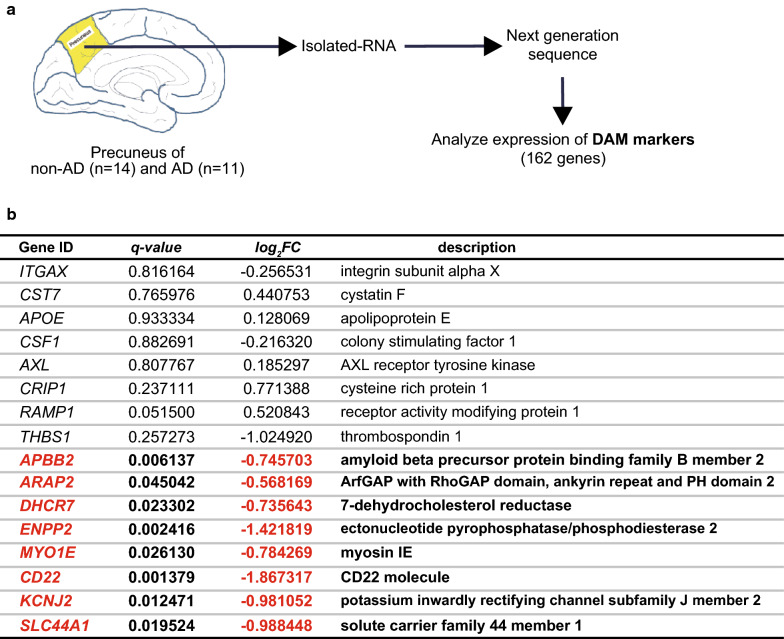
Altered expression of disease-associated microglia (DAM) genes in human precuneus of Alzheimer’s disease (AD) pathology. **a** Schematic overview of expression analysis of DAM genes in the precuneus of non-AD and AD brain. **b** List of representative DAM genes and DAM genes with significantly altered expression in the precuneus of AD brains (non-AD: n = 14 and AD: n = 11). Gene ID with description, q-value, and fold change are shown. Significantly downregulated genes (*q* < 0.05) are shown in red and bold

### Expression levels of the genes defined as AD risk factors in microglia of mouse models of AD and human sporadic AD precuneus

We evaluated expression levels of 54 genes [5, 13], which were previously defined as risk factors for AD by genome-wide association study, in human sporadic AD brains and isolated microglia from *App*^*NL*-*G*-*F/NL*-*G*-*F*^ and rTg4510 mice (Fig. 6a and Additional file 1: Table S1i). The previous study identified *GRIN2B*, *INPP5D* and *PSEN1* as significantly altered genes in the temporal or frontal cortex of AD brain [5]. We focused on those risk genes, first confirming their expressions in microglia by the transcriptome database [48], and then examined their expression levels in human AD precuneus and AD model mice (*cut*-*off TPM* > 5*, q* < 0.05; Fig. 6b). We found no upregulated genes, but the expression level of *HBEGF* (*log*_2_*FC* = −0.843, *q* = 0.00861) was significantly decreased in human AD precuneus (Fig. 6b). 

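Among the 21 AD risk genes that the study names as altered in mouse microglia, 7 were higher and 4 lower in *App* NL*-*G*-*F/NL*-*G*-*F, and 7 were higher and 3 lower in rTg4510 microglia. The counts do not change when p is adjusted over the list alone. Since the study chose these genes on the same samples, the counts are not independent evidence of a change. *Treml2*, a receptor gene of the *Trem* cluster, was at 57.4 ± 5.33 CPM (SD, n = 4) in *App* NL*-*G*-*F/NL*-*G*-*F mice and 12.7 ± 1.45 CPM (SD, n = 4) in wild-type mice. Its log2 fold change was 2.14 (standard error 0.10, adjusted p = 1.19e-06) in *App* NL*-*G*-*F/NL*-*G*-*F and 1.61 (standard error 0.11, adjusted p = 7.03e-05) in rTg4510 microglia. *Clu*, which encodes the extracellular chaperone clusterin and is a gene of astrocytes, was at 196 ± 35.3 CPM (SD, n = 4) in *App* NL*-*G*-*F/NL*-*G*-*F mice and 880.4 ± 120.0 CPM (SD, n = 4) in wild-type mice, a log2 fold change of −2.17 (standard error 0.14, adjusted p = 4.76e-06). *Inpp5d*, a lipid phosphatase gene of myeloid cells, did not pass the test, with 0.12 (standard error 0.16, adjusted p = 0.537) in *App* NL*-*G*-*F/NL*-*G*-*F and 0.14 (standard error 0.090, adjusted p = 0.228) in rTg4510 microglia. It turned to −0.13 and −0.034 with equal column totals. With no fold threshold, 20 of the 21 genes passed in *App* NL*-*G*-*F/NL*-*G*-*F and 18 in rTg4510 microglia.

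The median of the study's 21 genes was 0.41 in *App* NL*-*G*-*F/NL*-*G*-*F microglia (camera adjusted p = 0.0342, and adjusted p = 0.312 with an estimated correlation). In rTg4510 microglia it was 0.29 (camera adjusted p = 0.00557, and adjusted p = 0.487 with an estimated correlation), and −0.073 with approximate TPM. A wider list of 31 measured orthologues of genes near AD risk loci held 5 higher and 4 lower genes in *App* NL*-*G*-*F/NL*-*G*-*F microglia (camera adjusted p = 0.139). It held 5 and 3 in rTg4510 microglia (median 0.14, or −0.0018 with equal column totals, camera adjusted p = 0.044, and adjusted p = 0.689 with an estimated correlation). In SOD1 G93A microglia 30 of them were measured, with 7 higher and 4 lower (camera adjusted p = 0.372).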

Further, of 54 risk genes with significantly altered expression, we found 19 and 14 deregulated genes in cortical microglia of *App*^*NL*-*G*-*F/NL*-*G*-*F*^ and rTg4510 mice, respectively. Comparison of AD risk genes among the three groups (human AD, *App*^*NL*-*G*-*F/NL*-*G*-*F*^ *and* rTg4510) revealed that 12 genes (*Apoe, Scimp, Pld3, Psen1, Psen2, Sqstm1, Trem2, Treml2, Ap2a2*, *Cass4, Lmo4 and Hbegf*) were commonly altered in *App*^*NL*-*G*-*F/NL*-*G*-*F*^ *and* rTg4510 cortical microglia, and only one gene (*HBEGF/Hbegf*) was significantly decreased in AD precuneus as well as *App*^*NL*-*G*-*F/NL*-*G*-*F*^ *and* rTg4510 cortical microglia (Fig. 6b and Additional file 1: Table S1i). In addition, *HBEGF/Hbegf* expression levels in human precuneus and mouse microglia of either models were validated by quantitative PCR (Fig. 6c, d), and were consistent with the RNA-seq data (Fig. 6a, b and Additional file 1: Table S1i). These results indicate that expression changes of AD risk genes were robust in microglia of the mouse models of AD, but minor in the precuneus of individuals with early AD pathology.

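Of the 21 risk genes, *Apoe*, *Scimp*, *Pld3*, *Psen2*, *Trem2* and *Treml2* were higher, and *Cass4*, *Lmo4* and *Hbegf* lower, in the microglia of both models. *Trem2*, a lipid-sensing receptor of microglia on chromosome 17 of GRCm38 from 48346401 to 48352276, was at 2222 ± 182 CPM (SD, n = 4) in *App* NL*-*G*-*F/NL*-*G*-*F mice and 754 ± 171 CPM (SD, n = 4) in wild-type mice (1.58, standard error 0.15, adjusted p = 2.87e-05). In the rTg4510 comparison it was at 1432 ± 53.6 CPM (SD, n = 3) in rTg4510 mice and 618 ± 73.1 CPM (SD, n = 3) in control mice (1.22, standard error 0.097, adjusted p = 1.34e-04). *Scimp*, an adaptor of immune signalling, had log2 fold changes of 1.73 (standard error 0.22, adjusted p = 1.54e-04) and 2.23 (standard error 0.12, adjusted p = 2.34e-05). *Pld3*, which encodes a lysosomal exonuclease, rose by 1.00 (standard error 0.093, adjusted p = 2.57e-05) and 0.89 (standard error 0.067, adjusted p = 1.04e-04). *Psen2*, a catalytic subunit of gamma-secretase, rose by 0.63 (standard error 0.097, adjusted p = 4.55e-04) and 1.34 (standard error 0.073, adjusted p = 2.85e-05), more in rTg4510 microglia, with a difference of 0.71 (standard error 0.17, adjusted p = 0.0121). The log2 fold changes of *Cass4*, a scaffold of cell adhesion, were −0.69 (standard error 0.11, adjusted p = 6.24e-04) and −1.05 (standard error 0.13, adjusted p = 6.72e-04). Those of *Lmo4*, a transcriptional cofactor gene, were −1.04 (standard error 0.14, adjusted p = 1.87e-04) and −0.73 (standard error 0.089, adjusted p = 6.91e-04).

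*Sqstm1*, an autophagy receptor gene, rose in rTg4510 microglia by 0.72 (standard error 0.054, adjusted p = 1.05e-04). In *App* NL*-*G*-*F/NL*-*G*-*F microglia it had 0.39 (standard error 0.085, adjusted p = 0.00366), below the fold threshold, and the difference of 0.33 (standard error 0.21, adjusted p = 0.373) did not pass the test. *Ap2a2*, a subunit of the clathrin adaptor complex, had −0.57 (standard error 0.079, adjusted p = 2.55e-04) and −0.32 (standard error 0.070, adjusted p = 0.00697) and passed the fold threshold in *App* NL*-*G*-*F/NL*-*G*-*F microglia with edgeR (−0.62), DESeq2 (−0.64) and equal column totals (−0.82), among others. *Psen2* lost its call in *App* NL*-*G*-*F/NL*-*G*-*F microglia with equal column totals (0.39), a pseudocount of 2 (0.58), DESeq2 (0.58), approximate TPM (0.25) and totals without the 10 or 100 most abundant genes (0.45 and 0.52), and without wild-type replicate 1 (0.57). *Sqstm1* lost its call in rTg4510 microglia with equal column totals (0.54) and approximate TPM (0.37), and *Pld3* with approximate TPM (0.54).

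**Figure D4:**
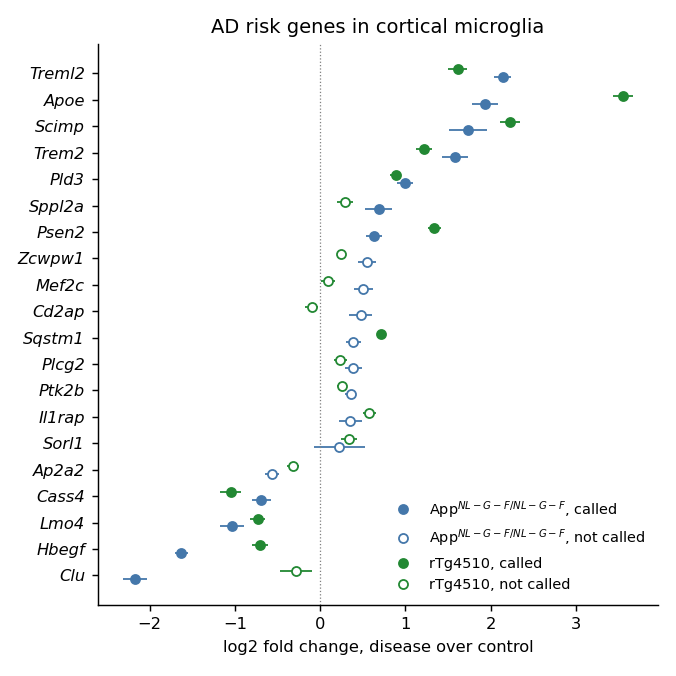
Log2 fold change with its standard error for 20 of the 21 AD risk genes in *App* NL*-*G*-*F/NL*-*G*-*F and rTg4510 microglia. Filled points mark genes that passed the thresholds. *Trem2* lies at 1.58 and 1.22.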

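*Hbegf*, which encodes a heparin-binding growth factor that activates the EGF receptor, lies on chromosome 18 of GRCm38 from 36504927 to 36515805. By sequencing it was at 6.21 ± 0.223 CPM (SD, n = 4) in *App* NL*-*G*-*F/NL*-*G*-*F mice and 20.3 ± 1.16 CPM (SD, n = 4) in wild-type mice, a log2 fold change of −1.63 (standard error 0.076, adjusted p = 1.07e-06). In the rTg4510 comparison it was at 8.70 ± 0.366 CPM (SD, n = 3) in rTg4510 mice and 14.5 ± 1.51 CPM (SD, n = 3) in control mice, a log2 fold change of −0.70 (standard error 0.094, adjusted p = 9.82e-04). Every *App* NL*-*G*-*F/NL*-*G*-*F and rTg4510 mouse lay below every control mouse of its model. Its fold changes in the cortical models differed by 0.93 (standard error 0.38, adjusted p = 0.136), which did not pass the test. In SOD1 G93A microglia the log2 fold change was −0.46 (standard error 0.37, adjusted p = 0.338). From the comparison of these genes in the precuneus and in mouse microglia, the paper concludes that expression changes of AD risk genes are robust in the microglia of AD models and minor in the precuneus with early AD pathology.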

**Fig. 6:**
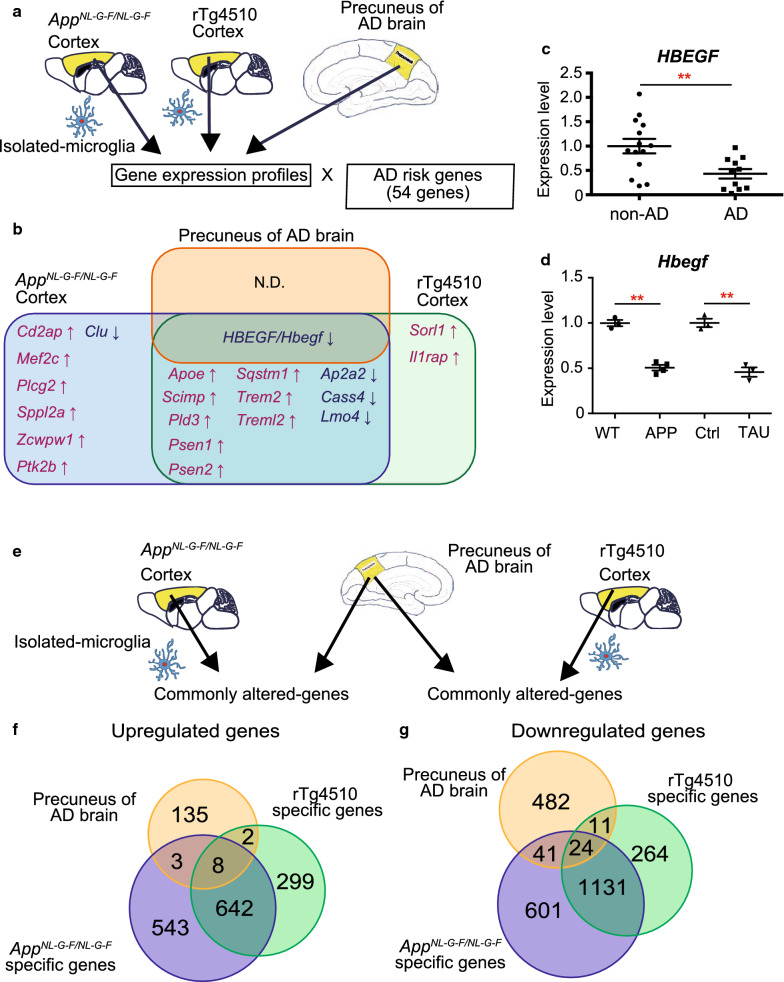
Comparative gene expression analysis of human precuneus of Alzheimer’s disease (AD) brain with microglia isolated from the AD mouse models with amyloid and Tau pathology. **a** Schematic overview of the comparative expression analysis of the genes defined as risk factors for AD in human AD precuneus and microglia isolated from *App*^*NL*-*G*-*F/NL*-*G*-*F*^ and rTg4510 mice. **b** Venn diagram displaying the differentially expressed AD risk genes among each comparison (*q* < 0.05, |*FC*| > 1.5, cut-off *TPM *>* 5*). Upregulated and downregulated genes were shown in red and black, respectively. *HBEGF/Hbegf* was the only gene commonly deregulated (AD: *log*_*2*_*FC* = −0.843, *q* = 0.00861, *App*^*NL*-*G*-*F/NL*-*G*-*F*^*: log*_*2*_*FC* = −1.710, *q* = 1.32E−23; *rTg4510: log*_*2*_*FC* = −0.738, *q* = 1.97E−05). *Cd2ap, Mef2c, Plcg2, Sppl2a, Zcwpw1, Ptk2b* and *Clu* were altered specifically in *App*^*NL*-*G*-*F/NL*-*G*-*F*^ microglia*. Sorl1 and Il1rap* were specifically deregulated in rTg4510 microglia. *Apoe, Scimp, Pld3, Psen1, Psen2, Sqstm1, Trem2, Treml2, Ap2a2, Cass4, and Lmo4l* were commonly altered in *App*^*NL*-*G*-*F/NL*-*G*-*F*^ and rTg4510 microglia. **c**, **d** Quantitative PCR analysis to determine expression level for *HBEGF/Hbegf* mRNA in human precuneus and isolated-microglia from each mouse model. **c** *HBEGF* expression level (FC = −1.83, *p* = 0.00560). **d** *Hbegf* expression level (*App*^*NL*-*G*-*F/NL*-*G*-*F*^: FC = −1.98, *p* = 0.000272; rTg4510: FC = −2.19, *p* = 0.00277). Data are represented as the mean ± SEM. *p < 0.05, **p < 0.001. Bonferroni-corrected Student’s *t* test. **c** non-AD (n = 14) and AD (n = 11). **d** WT (n = 3) and *App*^*NL*-*G*-*F/NL*-*G*-*F*^ (n = 4); Ctrl and rTg4510 (n = 3 for each genotype). WT, wild-type; Ctrl, control. **e** Schematic overview of the comparative expression analysis of microglia isolated from mice with amyloid or Tau pathology and human precuneus with early AD. **f**, **g** Venn diagrams displaying the number of significantly upregulated (**f**) and downregulated (**g**) genes among each comparison between human AD precuneus and microglia isolated from AD mice and controls: 708 deregulated genes (149 upregulated and 559 downregulated) in AD precuneus (non-AD: n = 14 and AD: n = 11; *q* < 0.05, *|FC| *>* 1.2*); 2993 deregulated genes (1196 upregulated and 1797 downregulated) in *App*^*NL*-*G*-*F/NL*-*G*-*F*^ microglia (n = 4 for each genotype); and 2381 deregulated genes (951 upregulated and 1430 downregulated) in rTg4510 microglia (n = 3 for each genotype) (*q* < 0.05, |*FC*| > 1.5, *TPM* > 5)

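*Clu* and *Sppl2a*, an intramembrane protease gene, passed the thresholds in *App* NL*-*G*-*F/NL*-*G*-*F and not in rTg4510 microglia. The test of the difference between the models passed for *Clu*, by 1.89 (standard error 0.59, adjusted p = 0.048), and did not pass for *Sppl2a*, by −0.40 (standard error 0.25, adjusted p = 0.359). In rTg4510 microglia *Clu* had a log2 fold change of −0.28 (standard error 0.19, adjusted p = 0.248), which passed the thresholds with approximate TPM (−0.63). *Sppl2a* was at 271 ± 11.2 CPM (SD, n = 4) in *App* NL*-*G*-*F/NL*-*G*-*F mice and 171 ± 38.4 CPM (SD, n = 4) in wild-type mice (0.69, standard error 0.16, adjusted p = 0.00514). Its log2 fold change in rTg4510 microglia was 0.29 (standard error 0.094, adjusted p = 0.0342). *Cd2ap*, an adaptor of endocytosis, had log2 fold changes of 0.48 (standard error 0.14, adjusted p = 0.0152) in *App* NL*-*G*-*F/NL*-*G*-*F and −0.10 (standard error 0.074, adjusted p = 0.284) in rTg4510 microglia. Those of *Mef2c*, a transcription factor gene of neurons and microglia, were 0.51 (standard error 0.11, adjusted p = 0.00365) and 0.094 (standard error 0.083, adjusted p = 0.369). Their differences between rTg4510 and *App* NL*-*G*-*F/NL*-*G*-*F, −0.58 (standard error 0.20, adjusted p = 0.0724) and −0.41 (standard error 0.24, adjusted p = 0.308), did not pass the test.

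*Plcg2*, a phospholipase of receptor signalling in myeloid cells, had 0.39 and 0.24. *Zcwpw1*, which encodes a histone reader, had 0.55 and 0.24, and *Ptk2b*, a calcium-activated tyrosine kinase gene, 0.36 and 0.26. Each had an adjusted p under 0.05 in both models and a fold change under 1.5. *Zcwpw1* passed the fold threshold in *App* NL*-*G*-*F/NL*-*G*-*F microglia without wild-type replicate 2 (0.60) or wild-type replicate 3 (0.61). *Sppl2a* lost its call with equal column totals (0.44), approximate TPM (0.29) and totals without the 10 or 100 most abundant genes (0.50 and 0.58), without wild-type replicate 2 (0.52) and without both wild-type libraries that hold reads of Y-linked genes (0.45).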

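*Sorl1*, a sorting receptor that directs APP away from the endosome, was at 79.8 ± 7.98 CPM (SD, n = 3) in rTg4510 mice and 62.9 ± 6.00 CPM (SD, n = 3) in control mice, a log2 fold change of 0.34 (standard error 0.095, adjusted p = 0.0197), below the fold threshold. In *App* NL*-*G*-*F/NL*-*G*-*F microglia its log2 fold change was 0.22 (standard error 0.30, adjusted p = 0.537), and −0.026 with equal column totals. The difference between the models, 0.12 (standard error 0.55, adjusted p = 0.926), did not pass the test. *Il1rap*, the accessory protein of an interleukin receptor, was at 17.1 ± 0.312 CPM (SD, n = 3) in rTg4510 mice and 11.3 ± 0.791 CPM (SD, n = 3) in control mice. Its log2 fold change was 0.58 (standard error 0.075, adjusted p = 8.83e-04), against 0.36 (standard error 0.14, adjusted p = 0.0497) in *App* NL*-*G*-*F/NL*-*G*-*F microglia, with a difference of 0.22 (standard error 0.23, adjusted p = 0.612) that did not pass. *Il1rap* passed the fold threshold in rTg4510 microglia with a pseudocount of 0.1 (0.59), median-ratio scaling (0.61), edgeR (0.61), DESeq2 (0.59) and the authors' p-values and fold changes over the same genes (0.59). It also did without control replicate 1 (0.62) or rTg4510 replicate 1 (0.59).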

### Profiling of commonly altered genes in human sporadic AD precuneus and microglia of the mouse models of AD

To understand the neuroinflammatory nature of early amyloid pathology in AD, we generated expression profiles of commonly altered genes in the precuneus of human sporadic AD brain and cortical microglia isolated from *App*^*NL*-*G*-*F/NL*-*G*-*F*^ and/or rTg4510 mice (Fig. 6e). We compared gene profiles of AD precunei (|*FC*|>* 1.2, q* < 0.05) and deregulated genes of cortical microglia of *App*^*NL*-*G*-*F/NL*-*G*-*F*^ or rTg4510 mice (|*FC*| > 1.5, *q* < 0.05*, cut*-*off TPM* > 5). We found that deregulated 32 genes, consisting of 8 upregulated and 24 downregulated, were common among AD precuneus, *App*^*NL*-*G*-*F/NL*-*G*-*F*^ and rTg4510 (Fig. 6f, g, Additional file 1: Tables S1j and k). The eight upregulated genes include a chemokine (*CXCL10*), and interferon-induced genes (*STAT1, IFIT3, ISG15*), indicating neuroinflammatory changes in AD precuneus and AD mice (Table S1j). 

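Of 30 genes induced by type I interferon, 30 were higher in *App* NL*-*G*-*F/NL*-*G*-*F and 19 in rTg4510 microglia (20 in rTg4510 when p is adjusted over the list alone). The median log2 fold changes were 1.80 and 1.03 (camera adjusted p = 8.39e-10 and 3.50e-07, and adjusted p = 0.332 and 0.619 with an estimated correlation). *Cxcl10*, a chemokine for T cells on chromosome 5 of GRCm38 from 92346638 to 92348889, was at 27.1 ± 5.72 CPM (SD, n = 4) in *App* NL*-*G*-*F/NL*-*G*-*F mice and 2.21 ± 2.1 CPM (SD, n = 4) in wild-type mice (3.59, standard error 0.43, adjusted p = 9.98e-05). In the rTg4510 comparison it was at 13.0 ± 1.24 CPM (SD, n = 3) in rTg4510 mice and 0.874 ± 0.292 CPM (SD, n = 3) in control mice (3.31, standard error 0.19, adjusted p = 3.12e-05). *Ifit3*, an antiviral RNA-binding protein gene, had 1.99 (standard error 0.37, adjusted p = 0.00145) and 0.99 (standard error 0.31, adjusted p = 0.0318). *Isg15*, a ubiquitin-like modifier gene, had 1.88 (standard error 0.29, adjusted p = 5.05e-04) and 1.22 (standard error 0.32, adjusted p = 0.0158). The differences of *Cxcl10*, −0.28 (standard error 0.65, adjusted p = 0.839), *Ifit3*, −1.01 (standard error 0.48, adjusted p = 0.209), and *Isg15*, −0.66 (standard error 0.47, adjusted p = 0.423), did not pass the test. For the list, the median difference of rTg4510 minus *App* NL*-*G*-*F/NL*-*G*-*F was −0.89 (camera adjusted p = 1.56e-09, and adjusted p = 0.422 with an estimated correlation, a test added after the data were seen).

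In rTg4510 microglia the call of *Ifit3* was lost with equal column totals (0.82) and approximate TPM (0.67). The calls of *Ifit3* (0.89) and *Isg15* (1.10) were lost without control replicate 2. *Ifit3* was also lost without control replicate 1 (1.04), control replicate 3 (1.03) or rTg4510 replicate 3 (1.13), and was at 0.61 without rTg4510 replicate 1.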

In human precuneus of AD brains and *App*^*NL*-*G*-*F/NL*-*G*-*F*^ mice, we found 44 deregulated genes (3 upregulated and 41 downregulated), including *TNFSF10 and SLC6A8*, whereas in AD precuneus and rTg4510 mice, we found 13 deregulated genes (2 upregulated and 11 downregulated) including *PTPRD*. These results suggest that some deregulated genes are common between microglia of different AD mouse models and human sporadic AD precuneus, and that *App*^*NL*-*G*-*F/NL*-*G*-*F*^ and rTg4510 cortical microglia may represent different neuroinflammatory aspects relevant to AD pathologies.

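*Slc6a8*, the creatine transporter gene on chromosome X of GRCm38 from 73673133 to 73682502, was lower in *App* NL*-*G*-*F/NL*-*G*-*F microglia. It was at 20.1 ± 1.83 CPM (SD, n = 4) in *App* NL*-*G*-*F/NL*-*G*-*F mice and 44.1 ± 7.18 CPM (SD, n = 4) in wild-type mice, a log2 fold change of −1.10 (standard error 0.12, adjusted p = 7.41e-05). In rTg4510 microglia its log2 fold change was −0.34 (standard error 0.12, adjusted p = 0.0513), which differed from that in *App* NL*-*G*-*F/NL*-*G*-*F microglia by 0.76 (standard error 0.23, adjusted p = 0.0368). *Ptprd*, a receptor phosphatase gene of neurons, was lower in both models, and markers of neurons and astrocytes were lower in the same libraries. It was at 20.4 ± 1.14 CPM (SD, n = 3) in rTg4510 mice and 31.3 ± 2.80 CPM (SD, n = 3) in control mice (−0.60, standard error 0.083, adjusted p = 0.00105). In *App* NL*-*G*-*F/NL*-*G*-*F microglia its log2 fold change was −2.29 (standard error 0.21, adjusted p = 2.32e-05), a difference between the models of 1.69 (standard error 0.33, adjusted p = 0.00346). The paper lists *Ptprd* with genes shared by the precuneus and rTg4510 mice, apart from those shared with *App* NL*-*G*-*F/NL*-*G*-*F mice. Here it fell further in *App* NL*-*G*-*F/NL*-*G*-*F microglia. *Tnfsf10*, which encodes the death ligand TRAIL, was at 16.2 ± 3.76 CPM (SD, n = 4) in *App* NL*-*G*-*F/NL*-*G*-*F mice and 10.8 ± 3.47 CPM (SD, n = 4) in wild-type mice and did not pass the test in *App* NL*-*G*-*F/NL*-*G*-*F (0.60, standard error 0.25, adjusted p = 0.062) or rTg4510 microglia (0.068, standard error 0.17, adjusted p = 0.759). It passed in *App* NL*-*G*-*F/NL*-*G*-*F microglia with the authors' p-values over the same genes (0.59), without wild-type replicate 3 (0.75) and without *App* NL*-*G*-*F/NL*-*G*-*F replicate 3 (0.74). *Ptprd* lost its call in rTg4510 microglia with a pseudocount of 2 (−0.57), with median-ratio scaling (−0.57), and without control replicate 2 (−0.55) or rTg4510 replicate 2 (−0.57). From the genes shared with the precuneus, the paper proposes that *App* NL*-*G*-*F/NL*-*G*-*F and rTg4510 cortical microglia may represent different neuroinflammatory aspects relevant to AD pathologies.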

## Discussion

Our gene expression analysis of isolated microglia from mice of three neurodegenerative disease models including AD revealed that downregulation of homeostatic microglial genes and robust upregulation of DAM genes. More importantly, the extent of downregulation of homeostatic microglial genes was correlated with the degree of neuronal cell loss. In addition, a gene expression profile of human precuneus of early AD pathology shows reduced expression of some microglial homeostatic genes without induction of DAM genes, suggesting that the microglial signature in human early AD has limited similarity to that found in AD mice.

Previous studies reported a loss of homeostatic microglial genes in neurodegenerative diseases such as AD, ALS, and multiple sclerosis [20, 24, 50]. In contrast to their findings, we found that rTg4510 and SOD1^G93A^ mice exhibited more robust downregulation in homeostatic microglial genes than that of *App*^*NL*-*G*-*F/NL*-*G*-*F*^ mice, which exhibit neuroinflammation without neuronal loss (Fig. 2). In addition, rTg4510 mice show brain atrophy because of neurodegeneration, and SOD1^G93A^ mice exhibit fatal motor neurodegeneration. Of particular interest, changes in homeostatic microglial genes include *P2ry12*, *Sall1*, and *Tmem119* (Fig. 2a–d). P2RY12 regulates microglial activation via extracellular nucleotides [3, 14]. SALL1 inhibits a reactive microglia phenotype and promotes a physiological surveilling phenotype [17], and TMEM119 is expressed in microglia-derived cells and is absent in macrophages [3, 46]. Although a loss of Tmem119 was limited to Aβ plaque-associated microglia in *App*^*NL*-*G*-*F/NL*-*G*-*F*^ mice, more robust decreases in Tmem119 were observed in rTg4510 and SOD1^G93A^ microglia. Although there is a possibility that a loss of homeostatic microglial genes might be attributed to overexpression of transgenes, our result indicates that a loss of unique microglial homeostatic genes correlates with severity of neurodegeneration, and that decreased homeostatic microglial markers may be one of the hallmarks of progressive neuronal loss.

Consistent with the previous studies [3, 20, 24], we found that DAM genes were uniformly upregulated in all three neurodegenerative mouse models. However, we also found that upregulation of most DAM genes was not correlated with the degree of neuronal cell loss (Fig. 3a, c, d). As a rare exception, *Apoe* was correlated with the degree of neuronal cell loss (Fig. 3b), and the change in *Apoe* expression was negatively associated with altered expression of homeostatic microglial genes (Fig. 2). The ApoE4 triggers induction of DAM with impaired homeostatic functions and is responsible for driving neurodegeneration [24, 39]. This finding indicates that ApoE signaling may be involved in the loss of homeostatic microglial function. Combined with previous studies, our findings suggest that most DAM genes do not directly accelerate progression of neurodegeneration, but a few DAM genes, such as *APOE* may be involved in severity of neurodegeneration. Since the relationship between *APOE* genotypes and expressions of DAM and homeostatic microglial genes cannot be determined due to the limitation of *APOE e4* carriers in our study, further studies are required to clarify the potential role of *APOE e4* in human microglial phenotypes.

Despite its importance as a vulnerable region of amyloid deposition in early AD, gene expression in the precuneus of patients with AD has not been well explored in the past. Our study provides the first comprehensive gene expression profile of precuneus at the early stage of AD pathology (Braak NFT stage III–IV). Although the slight elevation of astrocytic and microglia activation markers in early AD precuneus was not statistically significant, the upregulation of chemokine and proinflammatory genes (*CXCL10, STAT1, ISG15*, and *ITIF3*) indicates neuroinflammatory changes in early AD precuneus. We also found downregulation of several microglial markers and DAM genes in early AD precuneus (Figs. 4, 5). In particular, the unaltered state of most DAM genes in human AD precuneus was in striking contrast with the data from AD mouse models. One possible interpretation is that the expression of genes of human AD and mouse models of AD is discordant, as demonstrated by a study using 5XFAD mice [49]. Another possibility is that microglial function may be suppressed at the early stage of amyloid pathology. A recent study pointed out the low sensitivity of single nucleus RNA-seq to detect DAM genes in human postmortem brains [45]. This low sensitivity may be attributed to redistribution of DAM mRNAs to the cytosol or instability of DAM mRNAs. As our study is based on the RNA-seq of whole brain tissues, cytosolic mRNAs can be detected, therefore, the latter possibility namely, instability of DAM mRNAs in human postmortem brain, remains. Further comparative gene expression analyses using the brain samples with early and advanced neuropathology will enable a conclusion regarding the significance of homeostatic microglia and DAM in human AD.

Another striking finding was the robust downregulation of genes linked to oligodendrocytes (*MBP, MAG, CLDN11, MOG,* and *CNP*) in early AD precuneus. In recent years, increasing evidence suggests that white matter abnormalities are also an important component of AD [28], and oligodendrocyte abnormalities in advanced AD brain were also reported by a recent transcriptomic study [49]. Compared with the microglia-mediated neuroinflammation, the role of oligodendrocytes in AD has been underestimated. Our data of the deregulation of oligodendrocytes and microglia in early AD precuneus suggest that both microglia and oligodendrocyte dysfunction may play a role in development of early AD pathology.

Although many risk genes for AD have been linked to microglia functions [13], we found downregulation of *HBEGF/Hbegf* was the only common change among the AD risk genes in human precuneus of early AD and AD model mice. A previous study reported an association between the single nucleotide polymorphism rs77493189 in *HBEGF* and late-onset AD [25]. Moreover, forebrain-specific *Hbegf* knockout mice exhibited neurotrophic and growth factor imbalances as well as impaired memory function and synaptic plasticity [29]. In this study, we performed comparative analysis of the gene expression profiles of sporadic AD precuneus and microglia isolated from familial AD models. Therefore, a small number of risk genes commonly deregulated in human precuneus and mouse microglia may be attributed to the different etiology between sporadic and familial AD. Despite of the limitation in our study, our results suggest that supplementation of HBEGF may be a viable therapeutic target for AD.

Comparative analysis of the gene expression profiles of AD precuneus and microglia isolated from *App*^*NL*-*G*-*F/NL*-*G*-*F*^ and rTg4510 mouse cortices revealed that the number of commonly altered genes with AD precuneus were greater in *App*^*NL*-*G*-*F/NL*-*G*-*F*^ microglia (76 genes) compared with rTg4510 microglia (45 genes). *App*^*NL*-*G*-*F/NL*-*G*-*F*^ mice specifically shared 44 deregulated genes with AD precuneus, and *TNFSF10*, one of the upregulated genes, is implicated in neuroinflammation and Aβ accumulation [4]. In contrast, *SLC6A8* is one of the 41 downregulated genes, and it mediates inflammation by regulating creatine uptake [19]. We also found that *PTPRD* was decreased in both AD precuneus and rTg4510 mice; an association was reported between the rs560380 polymorphism in *PTPRD* and NFT burden [7]. These results suggest that *App*^*NL*-*G*-*F/NL*-*G*-*F*^ and rTg4510 cortical microglia represent different aspects of AD pathologies.

## Conclusions

Microglial gene signature in mice revealed that a loss of homeostatic microglia function is associated with the degree of neuronal cell loss. In humans, our evaluation of the precuneus of early AD pathology also suggests a loss of microglia and oligodendrocyte function induced by early amyloid pathology. Results from the present study indicate a correlation between glial phenotypes and severity of neurodegeneration, and also provide important resources to better understand the role of glial dysfunction in AD progression.

## Supplementary Information

**Additional file 1: Table S1** Assembled multiple supplementary tables containing data for RNA sequencing and clinical and neuropathological data of human subjects. **Table S1a**. A list of differentially expressed genes in isolated-microglia from *App*^*NL*-*G*-*F/NL*-*G*-*F*^ mice. **Table S1b**. A list of differentially expressed genes in isolated-microglia from rTg4510 mice. **Table S1c**. A list of differentially expressed genes in isolated-microglia from SOD1^G93A^ mice. **Table S1d**. Changes in homeostatic microglial markers in each mouse model of neurodegenerative disease. **Table S1e**. Changes in DAM markers in each mouse model of neurodegenerative disease. **Table S1f**. Clinical and neuropathological data of human subjects. **Table S1g**. A list of differentially expressed genes in the precuneus of AD brain. **Table S1h**. A list of differentially expressed genes enriched in neurons in the precuneus of AD brain. **Table S1i**. Changes in the genes defined as risk factors for AD in the AD precuneus and microglia isolated from *App*^*NL*-*G*-*F/NL*-*G*-*F*^ and rTg4510 mice. **Table S1j**. A list of commonly upregulated genes in the precuneus of AD brain and isolated-microglia from *App*^*NL*-*G*-*F/NL*-*G*-*F*^ mice and/or rTg4510 mice. **Table S1k**. A list of commonly downregulated genes in the precuneus of AD brain and isolated-microglia from *App*^*NL*-*G*-*F/NL*-*G*-*F*^ mice and/or rTg4510 mice.

## Abbreviations

Aβ: amyloid β
AD: Alzheimer’s disease
ALS: amyotrophic lateral sclerosis
Ap2a2: adaptor related protein complex 2 subunit alpha 2
APOE: apolipoprotein E
App: amyloid precursor protein
AXL: AXL receptor tyrosine kinase
Cass4: cas scaffold protein family member 4
CPM: counts per million
CXCL10: C-X-C motif chemokine ligand 10
CYBB: cytochrome b-245 beta chain
DAM: disease associated microglia
Hbegf: heparin binding EGF like growth factor
IFIT3: interferon induced protein with tetratricopeptide repeats 3
ISG15: ISG15 ubiquitin-like modifier
ITGAX: integrin subunit alpha X
LMO4: LIM domain only 4
NFT: neurofibrillary tangle
PET: positron emission tomography
P2RY12: purinergic receptor P2Y12
SP: senile plaque
PLD3: phospholipase D family member 3
PSEN1: presenilin 1
PSEN2: presenilin 2
SALL1: spalt like transcription factor 1
Scimp: SLP adaptor and CSK interacting membrane protein
SLC6A8: solute carrier family 6 member 8
SOD: superoxide dismutase
Sqstm1: sequestosome 1
STAT1: signal transducer and activator of transcription 1
TMEM119: transmembrane protein 119
TNFSF10: TNF superfamily member 10
TPM: transcripts per million
Trem2: triggering receptor expressed on myeloid cells 2
Treml2: triggering receptor expressed on myeloid cells like 2

## Availability of data and materials

Data, material and software information supporting the conclusions of this article is included within the article and its additional files. The raw RNA-seq datasets analyzed in the current study are available from the corresponding author on reasonable request, and will be deposited to a public data repository.

How the deposited data were processed for this re-analysis (not part of the article)

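RNA of CD11b-positive cells was measured in 22 libraries: cerebral cortex of 4 *App* NL*-*G*-*F/NL*-*G*-*F and 4 wild-type mice (8 months) and of 3 rTg4510 and 3 control mice (7 months), and lumbar spinal cord of 4 SOD1 G93A and 4 wild-type mice (5 months). The deposited data are 1 table per model, and the precuneus data are not among them, so statements on human tissue were not examined. Per the paper's methods, the authors trimmed reads with Trim Galore 0.5.0, mapped them to UCSC mm10 with HISAT2 2.1.0, removed rDNA alignments with bedtools 2.25.0, quantified genes with StringTie 1.3.5 and analysed them with edgeR. The signal values of each library are CPM that the authors computed with edgeR, normalized within each table, so that the column totals differ. The log2 fold changes of each table are those the authors deposited, disease model over control, from edgeR. The p-values and q-values are as deposited by the authors, from edgeR and the q-value package. Replicates were not pooled. The paper states no read depth. Total reads per library were recovered from the CPM steps, all values being whole reads within 0.05, and ranged from 62.7 to 171 M. Between replicates of a group the chi-square per degree of freedom of the recovered reads was 28.0 to 504, so the spread between mice exceeds counting noise and limits the precision.

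In each table 27 rows carry gene symbols turned into dates (0.101 to 0.223% of CPM) and were kept without a name. Coordinates are those of GRCm38, the assembly behind mm10. Each model was fitted alone with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend and robust) on log2(CPM + 0.5), over genes with a mean CPM over 5 in at least 1 group, with Benjamini-Hochberg adjustment. The plan assumed that TPM would be deposited, and CPM took its place in every filter. A call needs an adjusted p under 0.05 and a fold change over 1.5. Differences between models are contrasts of contrasts in a limma fit of all 22 libraries with 6 group means. Principal components were computed on centred CPM of the genes in all 3 tables. For gene lists, the median log2 fold change over members with a mean CPM over 1 in at least 1 group, the called members, and camera with a correlation of 0.01 between genes and with an estimated one were computed, with Benjamini-Hochberg adjustment over the lists. The mean log2 value of a list per mouse was compared by exact permutation, and lists were compared between models by signed-rank permutation with 100000 sign flips and Holm's correction, and by exact exchange of the model labels of the disease mice, each less its control mean, which was held fixed. Camera on the differences between models was added after the data were seen.

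The 33 lists cover microglial states, pathways, dissociation and heat shock genes, markers of other cell types, sex-linked genes, AD risk genes and the genes modified in the models. They were written from general knowledge, because the study's own lists of homeostatic and disease-associated genes are in a part of the supplement that was not available. Genes named in the text were chosen by rule: the 38 genes the paper names, per comparison the 6 largest rises and 6 largest falls among called genes with a mean CPM over 20 in the higher group and no overlap between groups, the 3 called members of each list with the largest log2 fold change, the sex-linked and modified genes, and the most abundant member of each list of another cell type. Some of these genes are not reported here. Alternatives were pseudocounts of 0.1 and 2, other applications of the CPM minimum, no minimum, other scalings, no fold threshold, plain variance moderation, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, the authors' p-values over the same genes, a replicate block, and leaving out each library in turn. Approximate TPM (CPM over exon length of GENCODE M21, set to equal totals), totals without the most abundant genes, leaving out wild-type libraries with Y-linked reads and a term for such reads in the SOD1 G93A comparison were added after the data were seen. Tested on simulated data with the same group sizes, limma recovered 92.8, 93.8 and 69.1% of genes changed 2 times in the *App* NL*-*G*-*F/NL*-*G*-*F, rTg4510 and SOD1 G93A designs, with 5, 9 and 9 false calls. Tables were handled with python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots drawn with matplotlib 3.10.9.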

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

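Chosen only after the results were seen were the tests of other cells' markers, of neuronal loss and of the authors' scaling, the fits without libraries with Y-linked reads, with a term for these reads and with totals without the 10 most abundant genes, the splits for differences between models, and the set test on differences between models. Among 266 groups of 4 libraries tested for a library far from the other 3, 22 had one, where chance gives about 1 in 20. SOD1 G93A replicate 4 was far from the other SOD1 G93A mice in the mean log2 value of dissociation genes (8.84 against 8.29 to 8.38), glycolysis genes (7.05 against 7.48 to 7.55), neuronal markers (0.55 against 0.87 to 0.90) and neutrophil markers (2.98 against −0.17 to 0.26). It was also far from them in CPM of *Axl* (996 against 1355 to 1441), *Sqstm1* (643 against 395 to 404), *Cass4* (1.14 against 3.58 to 4.38), *Sorl1* (419 against 190.2 to 212) and *Inpp5d* (949 against 639 to 673). SOD1 G93A replicate 1 stood out in erythroid markers (1.40 against 0.27 to 0.34). In wild-type spinal cord, replicate 2 stood out in neutrophil (6.78 against −0.035 to 0.62) and monocyte markers (4.68 against 1.99 to 2.17) and in *Cybb* (77.4 against 19.1 to 22.8 CPM), replicate 1 in *Psen2* (22.6 CPM) and *Cd2ap* (82.5 CPM), and replicate 3 in sex-linked genes (0.96 against 3.65 to 4.08). In wild-type cortex, replicate 2 was low in endothelial (5.68 against 6.19 to 6.22) and pericyte and smooth muscle markers (3.79 against 4.32 to 4.43). Among *App* NL*-*G*-*F/NL*-*G*-*F mice, replicate 1 was high in astrocyte markers (6.45 against 5.97 to 6.02) and *Lmo4* (38.0 CPM), replicate 3 high in neutrophil markers (2.89) and replicate 2 low in phagocytosis genes (7.64 against 7.68 to 7.69).

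Fold changes differed between models for 3834 genes (SOD1 G93A minus *App* NL*-*G*-*F/NL*-*G*-*F), 1184 genes (rTg4510 minus *App* NL*-*G*-*F/NL*-*G*-*F) and 3602 genes (SOD1 G93A minus rTg4510). Of 100 splits drawn for each, 1, the real one, gave as many, which is the smallest share these draws allow. That makes a chance division of the libraries unlikely and does not exclude it. The highest counts of the other splits were 3442, 1 and 110. The split with 3442 exchanged 3 controls and all 4 disease mice, nearly the mirror of the real one, so it points to a structure of the samples. Without 1 library, the count for rTg4510 minus *App* NL*-*G*-*F/NL*-*G*-*F was 676 (control replicate 1), 737 (rTg4510 replicate 1) and 701 (rTg4510 replicate 3), each under 1184 by more than 1.5 times. Within the *App* NL*-*G*-*F/NL*-*G*-*F (3910 genes, highest other split 1) and SOD1 G93A comparisons (3618 genes, highest other split 1), only the real split gave as many. That is the smallest share that 35 splits allow, so chance is unlikely there and not excluded. The other splits mix groups that differ, which by itself lowers their counts. The 10 splits of the rTg4510 comparison are too few to tell (3015 genes, highest other split 2). The homeostatic and disease-associated lists and those that passed camera with a median difference over 1 are given first, and between rTg4510 and *App* NL*-*G*-*F/NL*-*G*-*F they differed in median log2 fold change by −0.34 (homeostatic), −0.43 (disease-associated), −1.45 (cell cycle), 1.06 (neurons), 1.28 (astrocytes), 1.65 (oligodendrocytes), 1.95 (endothelium) and 1.46 (pericytes and smooth muscle). Between SOD1 G93A and *App* NL*-*G*-*F/NL*-*G*-*F the values were −1.22 (homeostatic), −1.73 (dissociation), 1.22 (neurons), −1.16 (oligodendrocytes) and 1.93 (oligodendrocyte precursors), and *Slc6a8*, lower in *App* NL*-*G*-*F/NL*-*G*-*F and higher in SOD1 G93A microglia, differed by 2.67. Between SOD1 G93A and rTg4510 they were −0.90 (homeostatic), 1.01 (cell cycle), −1.33 (dissociation), −1.43 (astrocytes), −2.94 (oligodendrocytes), 1.59 (precursors), −1.94 (endothelium), −1.35 (pericytes and smooth muscle) and 1.37 (lymphocytes, 3 genes). Other lists that passed differed by less, such as interferon-induced genes, by −0.89 (rTg4510 minus *App* NL*-*G*-*F/NL*-*G*-*F) and −0.72 (SOD1 G93A minus *App* NL*-*G*-*F/NL*-*G*-*F). All of these lists passed camera with the preset correlation and none with an estimated one, where the smallest adjusted p of any list was 0.324 (rTg4510 minus *App* NL*-*G*-*F/NL*-*G*-*F), 0.0705 (SOD1 G93A minus *App* NL*-*G*-*F/NL*-*G*-*F) and 0.142 (SOD1 G93A minus rTg4510).

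Signals in genes the paper does not analyse appeared as list medians above the controls. For *App* NL*-*G*-*F/NL*-*G*-*F mice these were interferon-induced genes (1.80), MHC class I (0.94) and class II (1.18), cell cycle (1.40), lysosome (1.09), glycolysis and hypoxia (0.66), NF-κB targets and cytokines (1.59) and dissociation genes (1.29). For rTg4510 mice they were interferon (1.03), MHC class I (0.75) and II (0.92), complement (0.94), lysosome (1.00), lipid efflux (1.05), NF-κB targets and cytokines (1.24) and dissociation genes (0.78). For SOD1 G93A mice they were interferon (1.09), MHC class I (0.61), cell cycle (0.84), lysosome (1.21), lipid efflux (2.11), glycolysis and hypoxia (0.72) and lymphocyte genes (1.32). These lists passed camera with the preset correlation, but with an estimated one none did in *App* NL*-*G*-*F/NL*-*G*-*F or rTg4510 microglia, and in SOD1 G93A microglia only lysosome (adjusted p = 0.0119) and lipid efflux (adjusted p = 0.0132).

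Markers of other cells were lower in most disease libraries, although the beads select CD11b-positive cells and myelin was removed. If the share of RNA from every other cell type were lower alike, the list medians would lie together. In *App* NL*-*G*-*F/NL*-*G*-*F and rTg4510 libraries the medians of 4 lists lay further apart than permuted markers (gaps 1.21 and 2.251, permutation p = 2.60e-04 and 3.00e-05). The permutation treats markers as independent, while those of 1 cell type can move together, so its p does not measure the spread between mice. In rTg4510 libraries 16 of 17 neuronal markers were lower, while 4 of 15 oligodendrocyte markers were higher and 1 lower, which argues against an equal fall there. In SOD1 G93A libraries these 4 lists alone do not decide (gap 1.15, permutation p = 0.129). Over all 6 lists of other brain cells, precursors and pericytes added, the gap was 3.52 (permutation p = 3.00e-05, against 2.60e-04 in *App* NL*-*G*-*F/NL*-*G*-*F and 1.50e-04 in rTg4510 libraries), with the same limit. The precursor list, at the upper end, was added after its values were seen. Alone it did not pass the set test (camera adjusted p = 0.0592, and 0.53 with an estimated correlation). A share lowered alike in *App* NL*-*G*-*F/NL*-*G*-*F and SOD1 G93A libraries is therefore not decided. Loss of neurons in the tissue as the whole cause would make neuronal markers fall further in rTg4510, where the paper reports such loss. They fell less there than in *App* NL*-*G*-*F/NL*-*G*-*F libraries (median difference 1.06, 95% interval 0.75 to 1.23, 16 of 17 genes above 0). The interval is over genes, which can move together, and does not measure the spread between mice. With an estimated correlation this difference did not pass the set test (camera adjusted p = 0.635), so loss of neurons is not excluded. Changes in the other cells themselves, precursors included, in their carry-over through the isolation, and in tissue and age stay open.

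Reads of Y-linked genes are in wild-type replicates 1 and 2 of the *App* NL*-*G*-*F/NL*-*G*-*F comparison, control replicate 3 of the rTg4510 comparison, and wild-type replicates 1, 2 and 4 and SOD1 G93A replicates 3 and 4 of the SOD1 G93A comparison. A difference in sex as the cause of most calls is argued against, since without these libraries 89.0% (*App* NL*-*G*-*F/NL*-*G*-*F) and 96.3% (rTg4510) of the called genes kept their direction and a fold over 1.5, and 98.3% (SOD1 G93A) with a term for these reads. Without control replicate 3, 1103 genes were higher and 1812 lower in rTg4510 microglia. The sex of the mice is not given, and no biological explanation was tested here.

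Of the genes called in SOD1 G93A microglia, 58.1% were higher. Whether the authors' scaling makes this excess cannot be told apart, because equal column totals, with 22.6% higher, shift all genes alike (median −0.42 on the log2 scale) and so lower that share by construction. Median-ratio scaling gave 57.6%, and edgeR and DESeq2 with their own scaling 47.4% and 49.4%. A few genes taking most of the counts would explain the gap between the deposited scaling and equal totals if totals without the 10 most abundant genes gave a share within 10 points of the deposited scaling, and 32.0% argues against it as the whole explanation. Which scaling is right for these libraries was not tested.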

How the results depend on the processing

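Approximate TPM (as values and as a filter), totals without the 10 or 100 most abundant genes, leaving out wild-type libraries with Y-linked reads and a term for such reads in the SOD1 G93A comparison were chosen only after the results were seen. For the results that answer a comparison, 289 values under an alternative kept their direction and side of the threshold or stayed within the spread, 35 moved further, 5 lost the threshold and 7 turned their sign. For the named genes these were 4930 kept, 82 lost, 42 gained and 34 turned, with the libraries left out in turn not counted. The median differences of homeostatic genes kept their direction under every alternative run, libraries left out in turn included, and without leaving out libraries lay at −0.37 to −0.27 (rTg4510 minus *App* NL*-*G*-*F/NL*-*G*-*F), −1.39 to −1.21 (SOD1 G93A minus *App* NL*-*G*-*F/NL*-*G*-*F) and −1.15 to −0.87 (SOD1 G93A minus rTg4510). So did the medians of disease-associated genes, at 1.71 to 2.11 (*App* NL*-*G*-*F/NL*-*G*-*F), 1.75 to 2.14 (rTg4510) and 2.403 to 2.89 (SOD1 G93A).

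With equal column totals 827 genes were higher in *App* NL*-*G*-*F/NL*-*G*-*F and 985 in SOD1 G93A microglia, 3372 were lower in SOD1 G93A microglia, and 317 were higher and 636 lower in all 3 models. With approximate TPM 629, 548 and 836 were higher in *App* NL*-*G*-*F/NL*-*G*-*F, rTg4510 and SOD1 G93A, 3173 and 3703 lower in rTg4510 and SOD1 G93A, and 244 higher and 861 lower in all 3, against 211 lower in all 3 with approximate TPM as a filter alone. Totals without the 10 most abundant genes gave 939 higher in *App* NL*-*G*-*F/NL*-*G*-*F and 1226 higher and 2610 lower in SOD1 G93A microglia, and without the 100 most abundant 1296 higher and 2466 lower in SOD1 G93A microglia. Setting other totals rescales the libraries by construction. Approximate TPM divides each gene by a fixed length and sets the libraries to equal totals. Within a model it therefore also rescales the libraries, apart from the pseudocount. It changes the filter too, and how far each enters its counts was not tested. Without the fold threshold 3802 genes were higher in *App* NL*-*G*-*F/NL*-*G*-*F, 3248 higher and 3345 lower in rTg4510, 1287 higher and 607 lower in all 3, and 20 and 18 of the 21 risk genes passed in *App* NL*-*G*-*F/NL*-*G*-*F and rTg4510 microglia, because smaller changes count. Without the CPM minimum 2407 genes were lower in SOD1 G93A microglia and 795 in all 3, because more genes were tested. The count of genes that differ between rTg4510 and *App* NL*-*G*-*F/NL*-*G*-*F ranged from 676 to 1430 with 1 library left out, at its lowest without control replicate 1 and at 737 and 701 without rTg4510 replicates 1 and 3, and the cause was not tested.

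The first principal component held 62.7% of the variance on log2 values, 53.4% and 42.9% without the 10 and 100 genes with the largest loadings, 30.4% with genes scaled to unit variance, 50.2% on log2 values less the own controls, and 84.7 to 88.4% with 1 library left out. With an estimated correlation the set test was no longer passed by the homeostatic medians in *App* NL*-*G*-*F/NL*-*G*-*F (0.39) and SOD1 G93A (−0.96) and the disease-associated medians in *App* NL*-*G*-*F/NL*-*G*-*F (2.1), rTg4510 (2.1) and SOD1 G93A (2.88), and 0, 0 and 2 of 33 lists passed, against 21, 18 and 17 with the preset one (5, 3 and 6 at an unadjusted p under 0.05). Members of all lists called by limma numbered 374, 274 and 340, and 376, 276 and 343 when adjusted over each list alone. The homeostatic median turned to −0.0013 in *App* NL*-*G*-*F/NL*-*G*-*F microglia with approximate TPM, and in rTg4510 microglia to −0.17 with equal column totals, −0.35 with approximate TPM, and −0.049 to 0.045 with 1 library left out (below 0 without control replicate 2 or rTg4510 replicate 2). The difference of disease-associated genes between SOD1 G93A and rTg4510 turned to −0.18 with equal column totals, −0.091 with approximate TPM, −0.054 with edgeR and −0.025 with DESeq2, and ranged from −0.015 without rTg4510 control replicate 1 to 0.29 without SOD1 G93A replicate 4, where it passed the test. Equal column totals and approximate TPM rescale the libraries by construction, and the cause of the other turns was not tested.

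Genes that turned their sign had not passed the thresholds. With equal column totals these were, in *App* NL*-*G*-*F/NL*-*G*-*F microglia, *P2ry12* (−0.22), *Sall1* (−0.12), *Sorl1* (−0.026) and *Inpp5d* (−0.13), and in rTg4510 microglia *Mef2c* (−0.080), *Inpp5d* (−0.034) and *Tnfsf10* (−0.098). With approximate TPM they were, in *App* NL*-*G*-*F/NL*-*G*-*F microglia, *P2ry12* (−0.37), *Sall1* (−0.27), *Sqstm1* (−0.0023), *Plcg2* (−0.0027), *Ptk2b* (−0.037), *Sorl1* (−0.17) and *Inpp5d* (−0.27). In rTg4510 microglia they were *Mef2c* (−0.25), *Plcg2* (−0.11), *Sppl2a* (−0.055), *Zcwpw1* (−0.097), *Ptk2b* (−0.091), *Sorl1* (−0.0035), *Inpp5d* (−0.21) and *Tnfsf10* (−0.26). Totals without the 10 most abundant genes turned *P2ry12* (−0.16), *Sall1* (−0.059) and *Inpp5d* (−0.068) in *App* NL*-*G*-*F/NL*-*G*-*F and *Mef2c* (−0.0055) and *Tnfsf10* (−0.027) in rTg4510 microglia, and without the 100 most abundant *P2ry12* in *App* NL*-*G*-*F/NL*-*G*-*F microglia (−0.086). Without the wild-type libraries with Y-linked reads, *P2ry12* (−0.028), *Sall1* (−0.044), *Sorl1* (−0.23) and *Inpp5d* (−0.15) turned in *App* NL*-*G*-*F/NL*-*G*-*F microglia, and *P2ry12* also with edgeR (−0.022) and DESeq2 (−0.042). With 1 library left out, the *App* NL*-*G*-*F/NL*-*G*-*F values ranged from −0.0080 to 0.093 for *P2ry12*, −0.0090 to 0.21 for *Sall1*, −0.11 to 0.39 for *Sorl1* and −0.0073 to 0.26 for *Inpp5d*, each lowest without wild-type replicate 2, and *Tnfsf10* from −0.076 to 0.21 in rTg4510 and −0.25 to 0.12 in SOD1 G93A microglia. Equal column totals, approximate TPM and totals without the most abundant genes rescale the libraries by construction. The cause of the other turns was not tested.

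Residuals of libraries with the same replicate number correlated from −0.30 to 0.47 in the *App* NL*-*G*-*F/NL*-*G*-*F comparison, so the numbers do not pair libraries, and with a replicate block 1451 genes were higher and 2452 lower there. Values of log2(TPM + 0.5) and principal components of TPM were not run as planned, since TPM was not analysed here, and approximate TPM was run in their place. At these depths counting noise is small beside the spread between mice, and in the SOD1 G93A design simulated changes of 2 times were recovered for 69.1% of genes, so smaller changes there can be missed.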

Differences from the paper's values

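Tests with approximate TPM and with totals set without the most abundant genes were chosen only after the results were seen. The paper's median log2 fold change of homeostatic genes is −0.0504 in rTg4510 microglia, against 0.00091 here, and −0.633 in SOD1 G93A microglia, against −0.96 here. The paper's lists hold 68 homeostatic and 162 disease-associated genes, and those used here 43 and 50, so these are medians of different gene sets. No alternative changed the lists, so none could close a gap that comes from their members. The criterion used was a sign as in the paper and a gap within the replicate SD. With all libraries kept, none of the alternatives set before the data were examined closes these differences. Their values were −0.17 to 0.039 in rTg4510 and −1.39 to −0.95 in SOD1 G93A microglia. The paper's rTg4510 value lies within that rTg4510 range, and its gap to the main value is smaller than the replicate SD of 0.107, so that only the sign differs. Leaving out 1 library, also set before, closed the rTg4510 difference without control replicate 2 (−0.045) or rTg4510 replicate 2 (−0.049). Without control replicate 1 the value was 0.045. In SOD1 G93A microglia the nearest such value, −0.81 without SOD1 G93A replicate 3, did not close it. Chosen after seeing the values, totals set without the 100 most abundant genes gave −0.050 in rTg4510 microglia. For disease-associated genes the paper's medians are 1.466, 1.275 and 1.484 in *App* NL*-*G*-*F/NL*-*G*-*F, rTg4510 and SOD1 G93A microglia, against 2.1, 2.1 and 2.88 here. With all libraries kept, none of the alternatives set before the data were examined closes these differences, with ranges of 1.85 to 2.11, 1.92 to 2.14 and 2.45 to 2.89. Leaving out 1 library did not close them either, with ranges of 1.96 to 2.23, 2.05 to 2.16 and 2.79 to 3.03. The paper counts 19 AD risk genes altered in *App* NL*-*G*-*F/NL*-*G*-*F microglia, and 11 passed here, where the paper's text states a q and a TPM threshold and its figure legend a fold threshold of 1.5 too. Of the alternatives set before the data were examined, only that without a fold threshold comes within 1.5 times of the paper's count (20).

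The paper states a substantial reduction of *Sall1* in rTg4510 microglia, from a heat map marked by q-value and from quantitative PCR, which was not examined here. By sequencing *Sall1* was lower here too (−0.36, standard error 0.088, adjusted p = 0.0119), with a fold change under 1.5. It was called only without a fold threshold or, chosen after seeing the values, with approximate TPM, which drops 9 calls among the genes the paper names. Among risk genes the paper states as altered, *Ap2a2* in both models, *Sqstm1*, *Cd2ap*, *Mef2c*, *Plcg2*, *Zcwpw1* and *Ptk2b* in *App* NL*-*G*-*F/NL*-*G*-*F, and *Sorl1* and *Il1rap* in rTg4510 microglia were not called, and passed without a fold threshold. But 17 of the 21 genes then passed in both models, among them *Plcg2*, *Sppl2a*, *Zcwpw1*, *Ptk2b* and *Il1rap*, which the paper gives as specific to a single model. Only *Cd2ap*, *Mef2c* and *Clu* passed in *App* NL*-*G*-*F/NL*-*G*-*F microglia alone, and *Sorl1* in rTg4510 microglia alone. For *App* NL*-*G*-*F/NL*-*G*-*F mice *Ap2a2* was also called with equal column totals, edgeR, DESeq2, without wild-type replicate 2 and, chosen after seeing the values, approximate TPM and totals set without the 10 or 100 most abundant genes, which drop 5 and 4 such calls, and *Zcwpw1* without wild-type replicate 2 or 3. In rTg4510 microglia *Ap2a2* was also called with approximate TPM (chosen after seeing the values), and *Il1rap* with a pseudocount of 0.1, median-ratio scaling, edgeR, DESeq2, the authors' p-values, and without control replicate 1 or rTg4510 replicate 1. *Tnfsf10*, which the paper states as higher in *App* NL*-*G*-*F/NL*-*G*-*F microglia, had an adjusted p = 0.062 with limma and was called with the authors' p-values and without wild-type replicate 3 or *App* NL*-*G*-*F/NL*-*G*-*F replicate 3. *Ptprd*, which the paper lists as shared by the precuneus and rTg4510 mice and not with *App* NL*-*G*-*F/NL*-*G*-*F mice, was called lower in both models here. Its fall was larger in *App* NL*-*G*-*F/NL*-*G*-*F microglia. The paper describes a gradual shift along the first component, and on CPM the order here was the same (means −6273 in *App* NL*-*G*-*F/NL*-*G*-*F, 15031 in rTg4510 and 60045 in SOD1 G93A libraries, controls below), but on log2 values the wild-type spinal cord libraries lay further along it (42.6 to 64.7) than the *App* NL*-*G*-*F/NL*-*G*-*F (7.75 to 32.2) and rTg4510 libraries (−48.2 to −24.4). On log2 values too, each disease group lay above its own controls, and tissue was not separated from disease along that component. *Axl*, which the paper names among genes that rise with neuronal loss, did not differ detectably between rTg4510 and *App* NL*-*G*-*F/NL*-*G*-*F microglia (difference 0.023, standard error 0.33, adjusted p = 0.977).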

Other observations

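Approximate TPM, totals without the most abundant genes and leaving out wild-type libraries with Y-linked reads were chosen only after the results were seen. Except for cholesterol synthesis, the genes are given beside a count of 5 or fewer, and were chosen after their values were seen unless the stated rule names them. Of cell cycle genes, 18 higher and 1 lower (*Stmn1*) of 35 were called in *App* NL*-*G*-*F/NL*-*G*-*F microglia (median 1.40, camera adjusted p = 1.49e-11, and adjusted p = 0.312 with an estimated correlation) and 14 higher and 1 lower (*Stmn1*) of 35 in SOD1 G93A microglia (median 0.84, camera adjusted p = 1.07e-05, and adjusted p = 0.466 with an estimated correlation). For rTg4510 microglia 2 higher (*Pcna* and *Hmgb2*) and 1 lower (*Stmn1*) of 28 were called, with a median of −0.070, although camera pointed upward (camera adjusted p = 0.89) and median-ratio scaling turns the median of tested members to 0.0072. *Mki67*, a proliferation marker, differed between rTg4510 and *App* NL*-*G*-*F/NL*-*G*-*F microglia by −2.86 (standard error 0.52, adjusted p = 0.00173).

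Of cholesterol synthesis genes, 1 higher and 11 lower of 22 were called in *App* NL*-*G*-*F/NL*-*G*-*F microglia (median −0.59, camera adjusted p = 0.00246, and adjusted p = 0.332 with an estimated correlation) and 9 lower of 22 in rTg4510 microglia (median −0.50, camera adjusted p = 8.30e-04, and adjusted p = 0.689 with an estimated correlation). In SOD1 G93A microglia 1 was higher and 1 lower of 22. For SOD1 G93A microglia the list did not pass the set test (camera adjusted p = 0.891), and the median of 0.059 is −0.37 with equal column totals, −0.50 with approximate TPM, and −0.24 and −0.20 with totals without the 10 and 100 most abundant genes. *Hmgcs1*, which encodes an early enzyme of the pathway, differed between SOD1 G93A and *App* NL*-*G*-*F/NL*-*G*-*F microglia by 1.18 (standard error 0.19, adjusted p = 9.20e-05). NF-κB targets and cytokines gave 18 higher of 24 in *App* NL*-*G*-*F/NL*-*G*-*F, 17 higher of 25 in rTg4510 and 8 higher and 2 lower (*Il1a* and *Il6*) of 26 in SOD1 G93A microglia (medians 1.59, 1.24 and 0.56, camera adjusted p = 8.29e-06, 4.82e-10 and 0.0926, and adjusted p = 0.35, 0.487 and 0.645 with an estimated correlation). Immediate early and stress genes, which tissue dissociation can induce, went the same way in *App* NL*-*G*-*F/NL*-*G*-*F (20 higher of 24) and rTg4510 microglia (14 higher of 24) but not in SOD1 G93A microglia (2 higher (*Rgs1* and *Gem*) and 8 lower of 24), and the handling of the samples was not separated from the cytokine genes. Interferon-induced genes gave 24 higher of 30 in SOD1 G93A microglia (camera adjusted p = 3.36e-07, and adjusted p = 0.366 with an estimated correlation). Of the AD risk genes the study names, 10 higher and 1 lower (*Cass4*) of 21 were called in SOD1 G93A microglia (median 0.55, camera adjusted p = 0.0191, and adjusted p = 0.16 with an estimated correlation), where the median is −0.14 with approximate TPM.

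Genes of MHC class II presentation gave 10 higher of 12 in *App* NL*-*G*-*F/NL*-*G*-*F, 7 higher in rTg4510 and 2 higher (*H2-Ab1* and *Cd74*) and 1 lower (*H2-DMa*) in SOD1 G93A microglia (camera adjusted p = 9.35e-05, 8.38e-05 and 0.88, and adjusted p = 0.332, 0.553 and 0.932 with an estimated correlation). The SOD1 G93A median of tested members, 0.29, is −0.14 with equal column totals, −0.19 with approximate TPM and −0.0055 with totals without the 10 most abundant genes. Complement genes gave 9 higher and 2 lower (*Cfp* and *Cd59a*) of 16 in *App* NL*-*G*-*F/NL*-*G*-*F, 8 higher in rTg4510 and 6 higher and 3 lower (*C5ar2*, *Cfp* and *Cd59a*) in SOD1 G93A microglia (camera adjusted p = 0.123, 9.58e-04 and 0.112, and adjusted p = 0.54, 0.487 and 0.466 with an estimated correlation), where the SOD1 G93A median of tested members, 0.46, is −0.052 with approximate TPM. Genes of oxidative phosphorylation gave 1 higher (*Ndufa1*) and 4 lower (*Ndufb9*, *Cox5b*, *Cox6c* and *Cox8a*) of 34 in *App* NL*-*G*-*F/NL*-*G*-*F, 3 lower (*Ndufb9*, *Cox6c* and *Cox8a*) in rTg4510 and 6 higher in SOD1 G93A microglia (camera adjusted p = 0.0865, 0.425 and 0.0075, and adjusted p = 0.791, 0.99 and 0.729 with an estimated correlation). Their SOD1 G93A median of 0.33 is −0.099 with equal column totals and −0.15 with approximate TPM. TGF-β signalling genes gave 5 higher (*Tgfbr2*, *Smad7*, *Skil*, *Tgif1* and *Bambi*) and 1 lower (*Ltbp3*) of 17 in *App* NL*-*G*-*F/NL*-*G*-*F, 2 higher (*Tgif1* and *Bambi*) in rTg4510 and 3 higher (*Tgfbr2*, *Tgif1* and *Bambi*) and 1 lower (*Eng*) in SOD1 G93A microglia (camera adjusted p = 0.00927, 0.0618 and 0.894, and adjusted p = 0.554, 0.839 and 0.957 with an estimated correlation), and *Tgfbr2* lost its call in SOD1 G93A microglia with equal column totals (0.30), approximate TPM (0.25) and totals without the 10 or 100 most abundant genes (0.43 and 0.46), and without wild-type replicate 1 (0.58). Their medians, 0.34, 0.16 and 0.038, are 0.084, −0.016 and −0.39 with equal column totals and −0.058, −0.19 and −0.44 with approximate TPM, and −0.26 and −0.23 in SOD1 G93A microglia with totals without the 10 and 100 most abundant genes. Heat shock genes gave 2 higher (*Hspa5* and *Hspe1*) and 2 lower (*Hspb1* and *Cryab*) of 14 in *App* NL*-*G*-*F/NL*-*G*-*F, 1 higher (*Hspa8*) in rTg4510 and 1 higher (*Hspe1*) and 6 lower in SOD1 G93A microglia (camera adjusted p = 0.182, 0.0257 and 0.0903, and adjusted p = 0.592, 0.689 and 0.54 with an estimated correlation), and their medians of 0.32 and 0.33 in *App* NL*-*G*-*F/NL*-*G*-*F and rTg4510 microglia are −0.072 and −0.014 with approximate TPM.

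*Fabp5*, which encodes a fatty acid binding protein, had log2 fold changes of 1.46 in *App* NL*-*G*-*F/NL*-*G*-*F and 5.23 in SOD1 G93A microglia, a difference of 3.77 (standard error 0.28, adjusted p = 5.92e-09). *Gfap* had 1.39 in *App* NL*-*G*-*F/NL*-*G*-*F and 3.53 in rTg4510 libraries, a difference of 2.14 (standard error 0.43, adjusted p = 0.00355). Markers of oligodendrocyte precursors gave 1 higher (*Cspg4*) and 2 lower (*Pdgfra* and *Gpr17*) of 7 in *App* NL*-*G*-*F/NL*-*G*-*F, 1 higher (*Cspg4*) and 1 lower (*Pdgfra*) in rTg4510 and 4 higher (*Pdgfra*, *Cspg4*, *Vcan* and *Lhfpl3*) in SOD1 G93A libraries (camera adjusted p = 0.0648, 0.744 and 0.0592, and adjusted p = 0.543, 0.99 and 0.53 with an estimated correlation). *Pdgfra* lost its call in rTg4510 libraries without control replicate 2 (−0.66) or 3 (−0.63) and without rTg4510 replicate 1 (−0.68) or 2 (−0.67). Lymphocyte markers gave 1 higher (*Ccl5*) of 2 in *App* NL*-*G*-*F/NL*-*G*-*F and 2 higher (*Il2rb* and *Ccl5*) of 8 in SOD1 G93A libraries (camera adjusted p = 0.875 and 0.0191, and adjusted p = 0.907 and 0.466 with an estimated correlation), and *Ccl5* lost its call in *App* NL*-*G*-*F/NL*-*G*-*F libraries with edgeR (1.29), DESeq2 (1.27), approximate TPM (1.32), without the wild-type libraries with Y-linked reads (0.87), and without wild-type replicate 1 (1.25). None of the 3 lymphocyte markers measured in rTg4510 libraries (median −0.26, mean 0.14, camera adjusted p = 0.98) reached the CPM minimum, so limma, edgeR and DESeq2 called 0, and 0 had an unadjusted p under 0.05. B cell markers gave 1 lower (*Ebf1*) of 2 in *App* NL*-*G*-*F/NL*-*G*-*F and 2 lower (*Cd79b* and *Ebf1*) of 3 in SOD1 G93A libraries (camera adjusted p = 0.572 and 0.0562, and adjusted p = 0.658 and 0.321 with an estimated correlation), and limma, edgeR and DESeq2 called 0 of 2 in rTg4510 libraries, with 0 at an unadjusted p under 0.05. Erythroid markers gave 2 lower (*Hba-a2* and *Hbb-b1*) of 3 in SOD1 G93A libraries (camera adjusted p = 0.0491, and adjusted p = 0.466 with an estimated correlation), and limma, edgeR and DESeq2 called 0 of 3 in *App* NL*-*G*-*F/NL*-*G*-*F and in rTg4510 libraries, with 0 at an unadjusted p under 0.05. Limma called 0 of 5 sex-linked genes in each model, with 4 lower at an unadjusted p under 0.05 and 4 called by edgeR and by DESeq2 in *App* NL*-*G*-*F/NL*-*G*-*F libraries, and 0 by each of these in rTg4510 and SOD1 G93A libraries. Of the mouse genes altered by the models' construction or homologous to a transgene, 3 lower (*Mapt*, *Camk2a* and *Prnp*) of 6 were called in *App* NL*-*G*-*F/NL*-*G*-*F, 2 lower (*Mapt* and *Camk2a*) of 6 in rTg4510 and 1 lower (*Mapt*) of 5 in SOD1 G93A libraries (camera adjusted p = 0.0154, 0.327 and 0.891, and adjusted p = 0.332, 0.887 and 0.932 with an estimated correlation).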
